# Stable characteristics of intrapopulation heterogeneity in virus-specific Th1 cells during chronic viral challenge infection

**DOI:** 10.3389/fimmu.2025.1716422

**Published:** 2025-12-19

**Authors:** Valerie Plajer, Adrián Madrigal-Avilés, Maria Dzamukova, Nayar Durán-Hernández, Philippe Saikali, Vivien Holecska, Isabel Panse, Katrin Lehmann, Jinfang Zhu, Mir-Farzin Mashreghi, Ahmed N. Hegazy, Caroline Peine, Max Löhning

**Keywords:** CD4 T cells, chronic infection, exhaustion, quantitative stability, T-bet, Th1 cells

## Abstract

Virus-specific CD4^+^ T cells typically undergo T helper (Th) 1 differentiation and contribute to a type 1 immune response in infection with lymphocytic choriomeningitis virus (LCMV). Using this model pathogen, we performed an in-depth analysis of the quantitative expression stability of the Th1 key transcription factor T-bet. Previously, it was shown that virus-specific Th1 cells arising in acute infections expressed T-bet at distinct intensities and maintained their T-bet expression differences after viral clearance as memory cells for weeks in the steady state. However, it was unclear whether differential T-bet expression was associated with heterogeneity inside the Th1 population and if the quantitative T-bet memory, particularly of those cells expressing T-bet at low levels, could withhold the strong and continuous stimulation present during chronic infection. Using T-bet-ZsGreen reporter mice, virus-specific Th1 cells were characterized phenotypically at protein, RNA, and DNA/chromatin accessibility levels. The Th1 cells arising during acute LCMV Armstrong infection showed a continuous spectrum of T-bet expression, ranging from cells with very high T-bet to cells with low T-bet. Even though the cells with low T-bet expression clearly possessed Th1 characteristics, they additionally showed certain T follicular helper (Tfh)-like features at protein and RNA level. When virus-specific Th1 cells were sorted according to T-bet-ZsGreen reporter expression intensity, adoptively transferred, and rechallenged by infecting the host animals with the chronic LCMV Clone 13 strain, they maintained quantitative differences in T-bet reporter and IFN-γ expression levels. The progeny of the former T-bet^low^ cells still included a subpopulation with a mild Tfh-associated phenotype. Independent of their past and present T-bet expression level, all virus-reactive CD4^+^ T cells acquired phenotypic signs of exhaustion as characterized by upregulation of PD-1, LAG3, and TOX and vast absence of effector cytokine co-expression in the chronic infection environment. Collectively, our findings highlight the heterogeneity of T-bet^+^ antiviral CD4^+^ T cells and the stability of quantitative differences in individual virus-specific CD4^+^ T cells during chronic viral infection.

## 1 Introduction

When CD4^+^ T cells become activated, they can differentiate into particular subsets depending on environmental cues. During intracellular infections, as it is the case for viruses, the reactive cells often acquire features of the Th1 lineage, which includes the expression of the master-regulator transcription factor T-bet and the signature effector cytokine interferon-gamma (IFN-γ). Previously, we have shown that quantitative differences in the expression levels of T-bet and IFN-γ can be stably maintained in memory Th1 cells at steady state. Furthermore, in differentiated Th1 cells, T-bet amounts quantitatively regulate IFN-γ production (1).

Besides Th1 cells, also T follicular helper (Tfh) cells can arise during viral infections. The expression of BCL-6, their key transcription factor, induces the upregulation of CXCR5 and the consequent homing to the B cell follicle (2). There, they can drive the formation of germinal centers (GC) and support isotype class switching of B cells (3). For Tfh cells, the relevance of T-bet and IFN-γ expression has been previously studied. Transient T-bet expression has been shown to take place during GC Tfh differentiation, which allows these cells to maintain an accessible IFN-γ locus and produce this cytokine even in the absence of T-bet (4). This promotes the isotype class switch of B cells towards IgG2a/IgG2c, which is beneficial for viral clearance (5–7).

During chronic infections, T cells undergo functional adaptation that may include exhaustion. The cells perform multiple phenotypic changes to adjust to the persistent antigen exposure and the consequent inflammatory environment (8). Lymphocytic choriomeningitis virus (LCMV) is a commonly used virus model to study both acute and chronic infections side-by-side in mice using the different substrains, LCMV Armstrong and Clone 13, respectively (9). As CD4^+^ T cell help is important to promote effector functions of CD8^+^ T cells and B cells during chronic infections, it has been previously assessed whether a vaccine-induced CD4^+^ T cell response could have a protective effect in chronic viral infections (10). However, during chronic LCMV infections severe immunopathology was reported caused by the vaccine-primed cells, which were recovered in high numbers from multiple organs. These cells maintained a Th1 phenotype, and exhibited reduced features of exhaustion compared to CD4^+^ T cells from unvaccinated animals. As this study focused on deciphering the cause for immunopathology, it remained unclear how heterogenous the vaccine-primed CD4^+^ T cells are and if their T-bet expression levels could influence their exhaustion potential. In hepatitis B and C infections, which can cause either acute or chronic infections in contrast to the universally chronic pathogens HIV or LCMV Clone 13, it has been described that high T-bet levels are observed in CD8^+^ T cells of spontaneously resolving, but not in chronically evolving infections (11). This suggests that high T-bet levels and the associated elevated expression of IFN-γ by CD8^+^ T cells can play a pivotal role in the outcome of the infection. Taken together and set in the context of vaccine development to prevent chronic infections, it is of interest to define if the T-bet levels of previously primed, virus-reactive CD4^+^ T cells could influence the exhaustion potential and thereby the functionality of these cells during a challenge with a viral strain inducing chronic infection.

We have previously demonstrated that T-bet expression levels induced during LCMV infection regulate the magnitude of IFN-γ expression and govern the plasticity of Th1 cells towards the Th2 lineage. We observed that LCMV infection induces heterogeneous T-bet expression in LCMV-specific CD4^+^ T cells. Furthermore, we found that the observed T-bet expression gradient remains stable even after secondary acute LCMV challenge. Additionally, we have shown that the magnitude of T-bet expression regulates the plasticity of Th1 cells towards the Th2 phenotype, and this T-bet-dependent plasticity remains unaltered even after secondary infection (12).

Here, we used the murine T-bet ZsGreen reporter model to investigate the composition of the T-bet positive CD4^+^ T cell pool after an acute LCMV infection. We found that although both T-bet^high^ and T-bet^low^ cells had acquired a Th1 phenotype, some of the T-bet^low^ cells showed additional characteristics associated with Tfh cells, suggesting an intrapopulation heterogeneity of virus-specific CD4^+^ T cells linked to T-bet expression levels. During chronic LCMV infection, quantitative differences in T-bet reporter and IFN-γ expression were maintained, but none of the cell types were protected from acquiring features of exhaustion. Our findings further highlight the stability of quantitative T-bet differences in CD4^+^ T cells and suggest that even high T-bet expression cannot prevent the acquisition of exhaustion-associated features.

## 2 Materials and methods

### 2.1 Mice

T-bet-ZsGreen reporter mice (13) were backcrossed to C57BL/6J background. Smarta1-TCR transgenic mice expressing a TCR specific for the LCMV glycoprotein (GP) 61–80 epitope (Smarta) (14) as well as Thy1.1 as a congenic marker were crossed to T-bet ZsGreen reporter mice and used as organ donors for the isolation of LCMV-specific CD4^+^ T cells. T-bet ZsGreen reporter mice with the congenic marker Thy1.2^+^ were used as recipients in adoptive cell transfer experiments. *In vivo* experiments were performed with male and female mice at the age of 8–20 weeks. Mice were bred under specific-pathogen free (SPF) conditions at the Charité animal facility, Berlin. For organ preparation, mice were euthanized by cervical dislocation. For blood drawings, mice were anesthetized by 4% isoflurane inhalation. Animal protocols were performed in accordance with the German law for animal protection and with permission from the local veterinary offices. All experiments were approved by the Landesamt für Gesundheit und Soziales in Berlin (LAGeSo, approval number G0205/18).

### 2.2 Adoptive T cell transfer and virus propagation, infection, and viral titer determination

Naive CD4^+^ T cells from T-bet ZsGreen Smarta Thy1.1^+^ mice were purified by magnetic cell sorting in a negative enrichment approach with biotin-labeled antibodies against CD8 (53-6.7), NK1.1 (PK136), CD11b (M1/70), CD11c (HL3), CD25 (7D4), Gr-1 (RB6-8C5), CD19 (1D3), and CXCR3 (CXCR3-173) in combination with anti-biotin microbeads according to the manufacturer instructions (Miltenyi Biotec). For primary infections, 2 × 10^5^ purified naïve Smarta Thy1.1^+^ CD4^+^ T cells were transferred i.v. into recipients one to five days before i.v. infection with 200 PFU (low dose) LCMV Armstrong (Arm). On day 10 post infection with LCMV Arm, the transferred cells were isolated from spleen and lymph nodes by mechanical disruption and either analyzed or positively enriched with magnetic anti-CD90.1 (Thy1.1) microbeads according to manufacturer’s instructions (Miltenyi Biotec). Subsequently, the cells were pooled from four to five mice and FACS sorted (untouched) according to their T-bet ZsGreen brightness into High and Low expressors as well as T-bet ZsGreen Mock-sorted live cells. In all experiments, the sorting gates for the T-bet ZsGreen High and Low cell fractions were kept the same. The sorting gate for the T-bet ZsGreen Low cells started just at the border of T-bet ZsGreen positivity (negative was defined by the fluorescence background signal of endogenous cells) and comprised about 15-20% of the entire transferred cell population. The T-bet ZsGreen High sorting gate was set on the cells with brightest ZsGreen expression and also comprised about 15-20% of the entire transferred cell population. These cells were either used for RNA (5 × 10^5^ cells/sample) and ATAC (1 × 10^5^ cells/sample) sequencing or used for challenge experiments. For challenge infections, 1-2 × 10^5^ T-bet ZsGreen-sorted CD4^+^ T cells were re-transferred i.v. into separate naïve recipients. Two weeks after transfer, the mice were infected i.v. with ≥2 × 10^6^ PFU (high dose) of LCMV Clone 13 and analyzed 7 days later. The LCMV Armstrong and Clone 13 strains were propagated on BHK-21 or Vero cells respectively, and virus stocks were titrated by standard immunofocus assays on MC57G cells. To assess viral titers, organ samples were titrated with the standard immunofocus assays on MC57G cells (15).

### 2.3 Stainings and flow cytometry

To exclude dead cells, the cells were labeled in PBS (Th. Geyer) with Zombie Aqua (Zombie Aqua Fixable Viability Kit, BioLegend) at 4 °C for 10–20 min or in PBS, 0.2% BSA (PAN Biotech), 2mM EDTA (Sigma-Aldrich) with propidium iodide (PI, Thermo Scientific) at 4°C for 2 min. For intracellular transcription factor stainings (T-bet, Bcl-6, TCF1, TOX, c-Maf, Ki-67), cells were fixed and stained at 4°C using the FoxP3/Transcription Factor Staining Buffer Set (eBioscience) according to the manufacturer’s instructions. For cytokine detection (IFN-γ, TNF-α, IL-2), cells were restimulated with PMA (5ng/ml, Sigma-Aldrich) and ionomycin (5μg/ml, Sigma-Aldrich) or with endogenous antigen-presenting cells (APCs) loaded with GP64–80 peptide (1μg/ml) for 4 hours with addition of brefeldin A (5μg/ml, Sigma-Aldrich) after 30 min. To assess intracellular cytokines, cells were fixed with 2% formaldehyde (Merck) at RT after restimulation and stained in PBS (Th. Geyer) with 0.2% BSA (PAN Biotech) containing 0.05% Saponin (Sigma-Aldrich). Antibodies were purchased from BD Biosciences, BioLegend, eBioscience, and Miltenyi Biotec or produced in-house at the DRFZ. For detailed information on antibodies see **Supplementary Materials**. To assess cell apoptosis, cells were stained with Annexin V and propidium iodide (PI) using the Annexin V binding buffer (eBioscience). When indicated, frequencies or geometric mean (GM) of sorted cell subsets were normalized to those of their respective mock cells (after LCMV Armstrong infection) or average of mock cells from each experiment (after LCMV Clone 13 infection) for protein quantification.

### 2.4 Bulk RNA and ATAC sequencing

Total RNA isolation of *in vivo*-differentiated CD4^+^ T cells sorted according to T-bet ZsGreen expression (d10 p.i. with LCMV Armstrong) was performed using Nucleospin RNA XS Micro Kit. RNA quality (RQN >8) was assessed with a Fragment Analyzer (Advanced Analytical) and quantified with a high sensitivity dsDNA Qubit assay (Invitrogen) before the cDNA library was prepared with the SMART-Seq v4 Ultra Low Input RNA Kit (Clontech) and the Nextera XT DNA library prep. reference guide (Illumina). Paired-end sequencing (2x76nt) of the libraries was performed with a NextSeq2000 device (Illumina). The obtained reads were mapped to the mm39 genome (annotation release: M27_GRCm39) using Hisat2 (PMID: 25751142) with default settings and quality was controlled with Trimmomatic package (16, 17). Read counts were determined with featureCounts (18). DESeq2 (PMID:25516281) in Rstudio (Version 1.4.1717) was used for differential gene expression analysis (19). Multiple testing correction method used: Benjamini–Hochberg (FDR). Counts were normalized (via size factor normalization) before differential expression analysis as part of the standard DESeq2 pipeline. A gene was considered as differentially expressed, when log2FC > 1.0 or log2FC < -1.0 and P adjusted to < 0.05. For data visualization the following packages were used in RStudio: AnnotationDbi (20), pheatmap (21), EnhancedVolcano (22), and ggplot2 (23). Gene set enrichment analysis (GSEA) was conducted using clusterProfiler (24). For DNA isolation and library preparation the ATAC Seq Kit (Active Motif) was used according to manufacturer’s instructions. The libraries were quantified using the KAPA Library Quantification Kit (Kapa Biosystems) and were paired-end sequenced (2x76nt) with a NextSeq 2000 device (Illumina). QC and analysis on ATAC-seq libraries was performed using AIAP pipeline (25). The reads were mapped to mouse mm10 genome. The generated peaks files for each library were annotated using Homer package (26). The normalized peaks were visualized using WashU Epigenome Browser (27).

### 2.5 Statistical analysis

Statistical analysis was performed in GraphPad Prism (v7 and v9.0.0). All samples were tested for normality with Shapiro Wilk or D’Agostino and Pearson tests depending on the sample size. If samples passed normality, paired (d10 p.i. LCMV Arm) or unpaired t-test (d7 p.i. LCMV Cl13) was performed. If samples failed normality testing, Wilcoxon test (d10 p.i. LCMV Arm) or Mann Whitney U-test (d7 p.i. LCMV Cl13) were performed. Samples were always compared individually to T-bet^High^ samples. To assess correlation of two proteins, simple linear regression analysis was performed. Viral titers were log converted prior to analysis. P values ≥ 0.05 were considered non-significant (ns). P values < 0.05 were considered significant. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

### 2.6 Data availability

Raw and processed RNA and ATAC sequencing datasets generated in this study have been deposited in the gene expression omnibus (GEO) database under the accession number GSE199981.

## 3 Results

### 3.1 Antiviral T-bet^+^ CD4^+^ T cells exhibit phenotypic intrapopulation heterogeneity

To assess phenotypic differences in the antiviral T-bet^+^ CD4^+^ T cell pool in detail, we utilized T-bet ZsGreen reporter mice (13). Recipient mice (Thy1.2^+^, also T-bet ZsGreen^+^ to prevent rejection) that had received naïve LCMV-specific (Smarta) CD4^+^ T cells from T-bet ZsGreen donors (Thy1.1^+^) were infected with LCMV Armstrong (Arm, 200 PFU) to elicit an acute viral infection. On day 10 post infection (p.i.), the now differentiated progeny of the transferred T-bet ZsGreen Smarta CD4^+^ T cells were re-isolated. The cells featured a continuous spectrum of T-bet expression, ranging from cells with very high T-bet levels to cells with relatively low T-bet amounts. T-bet^High^ and T-bet^Low^ subpopulations were analyzed separately by electronic gating (egating) and compared to all T-bet ZsGreen reporter expressing Smarta cells (T-bet^Mock^) as reference population (**Figure 1A**). The quantity of T-bet protein was additionally measured by intracellular staining and was found to correlate well with the quantity of ZsGreen expression (**Figure 1B**). The vast majority of the cells (>95%) had acquired an effector or effector memory phenotype (CD44^+^CD62L^-^). Notably, T-bet^Low^ cells had a minor, but significant increase in cells with a central memory phenotype (CD44^+^CD62L^+^) compared to the other populations (**Supplementary Figure 1A**). The expression of two Th1-associated proteins was further assessed: Ly6C, which has been shown to be important for the homing of T cells to lymphoid organs (28), and CXCR3, which is induced by T-bet and allows for homing to inflamed tissue (29). While all T-bet^+^ Smarta CD4^+^ T cells expressed CXCR3 to some extent, the T-bet^High^ population included a CXCR3^Low^Ly6C^+^ subpopulation (**Figure 1C**). Ly6C expression correlated positively with T-bet expression levels as previously observed (30). Hence, the majority of T-bet^High^ cells was Ly6C^+^, while half of the T-bet^Low^ cells were Ly6C^-^.

**Figure 1:**
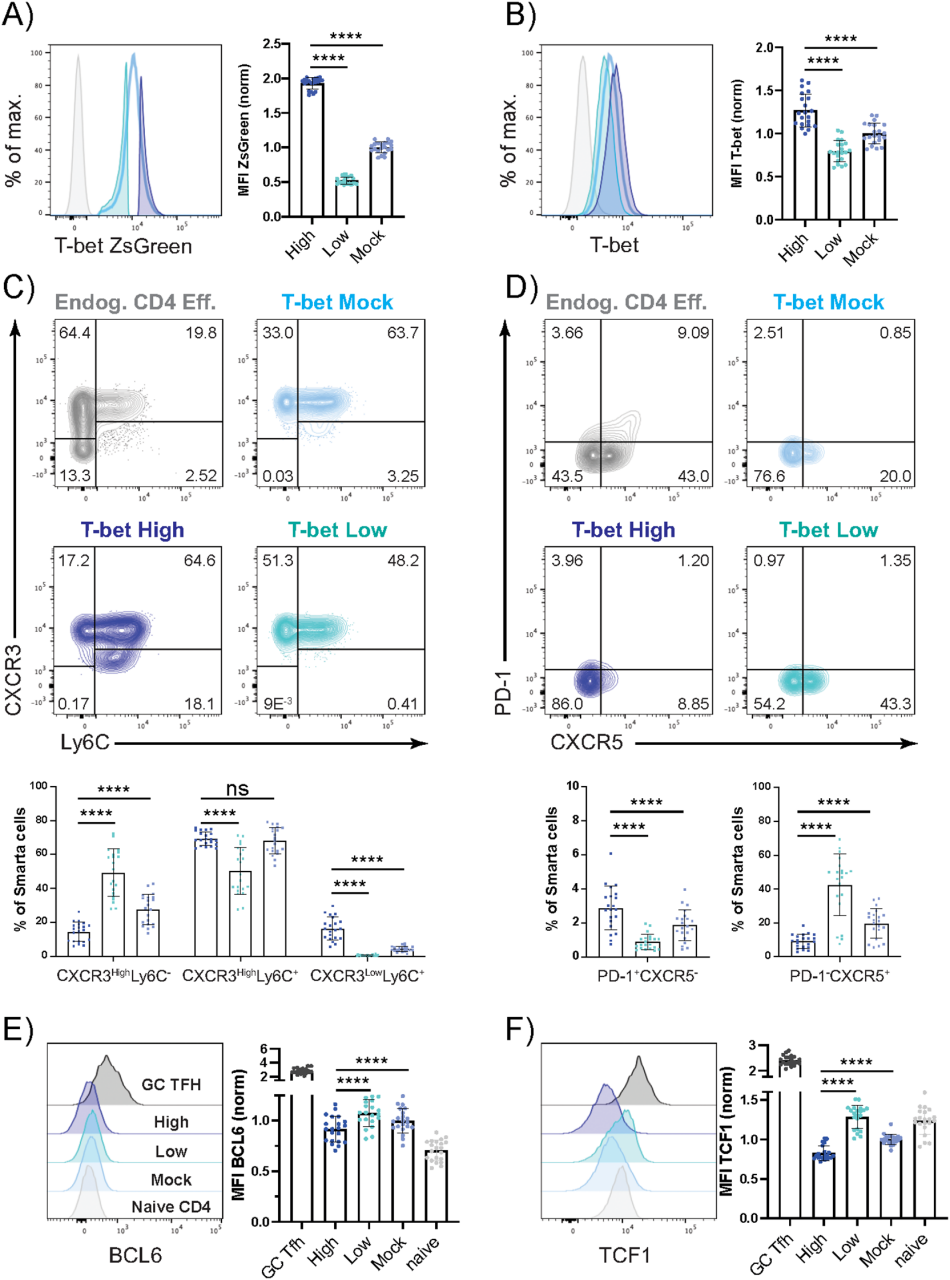
Antiviral T-bet^+^ CD4^+^ T cells exhibit phenotypic intrapopulation heterogeneity. Naive Smarta CD4^+^ T cells from T-bet ZsGreen donors (Thy1.1^+^) were transferred into T-bet ZsGreen recipients (Thy1.2^+^). Recipient mice were infected with LCMV Arm (200 PFU). On day 10 p.i. the cells were harvested from the spleen and lymph nodes. T-bet ZsGreen^+^ Smarta cells were electronically gated (egated) according to their T-bet reporter expression levels into T-bet^high^ or T-bet^low^ fractions, and all T-bet reporter positive cells (T-bet^mock^) served as controls. **(A)** Representative histogram of T-bet ZsGreen expression (grey = naïve endog. CD4^+^ T cells). Pooled and normalized T-bet ZsGreen MFI of each egated fraction. **(B)** Representative histogram of T-bet protein expression (grey = naïve endog. CD4^+^ T cells). Pooled and normalized T-bet protein MFI of each egated fraction. **(C)** Representative gating of CXCR3 and Ly6C of endogenous effector CD4^+^ T cells (grey) or the egated T-bet^High^, T-bet^Low^ or T-bet^Mock^ fractions of Smarta cells. Pooled frequencies of different subsets. **(D)** Representative gating of PD-1 and CXCR5 of endogenous effector CD4^+^ T cells (grey) or the egated fractions of Smarta cells. Pooled frequencies of different subsets. **(E)** Representative histogram of BCL6 expression (grey = naïve endog. CD4^+^ T cells, dark grey = endogenous effector GC Tfh (PD-1^+^CXCR5^+^) cells). Pooled and normalized BCL6 MFI of each egated fraction. **(F)** Representative histogram of TCF1 expression (grey = naïve endog. CD4^+^ T cells, dark grey = endogenous effector GC Tfh (PD-1^+^CXCR5^+^) cells). Pooled and normalized TCF1 MFI of each egated fraction. Data are presented as mean ± SD. Each dot represents isolated Smarta T cells or endogenous CD4^+^ T cells (grey) from one individual recipient. 5 independent experiments were pooled (n=4–5 mice/experiment). For MFI comparison, MFI of T-bet^High^, T-bet^Low^, endogenous GC Tfh or naïve CD4^+^ T cells were normalized to the corresponding T-bet^Mock^ sample. Statistical significance was determined by paired t-test or Wilcoxon test comparing the T-bet low or mock to the T-bet high Smarta cell fraction, statistical comparison to endogenous cells was not performed. p****< 0.0001, ns, not significant.

During viral infections, also T follicular helper (Tfh) cells can arise. Therefore, we additionally assessed the expression of Tfh-associated proteins in the T-bet positive virus-specific CD4^+^ T cells. We observed that up to half of the cells in the T-bet^Low^ compartment expressed low levels of CXCR5, a surface marker typically associated with Tfh cells and their homing to the B cell follicle (31) (**Figure 1D**). However, barely any CXCR5^+^ Smarta CD4^+^ T cells co-expressed PD-1, which has been shown to be important for Tfh cell positioning in the germinal center (GC) (32). The expression of the Tfh-associated transcription factors BCL6 and TCF1 was significantly increased in T-bet^Low^ cells, yet remained at a much lower level than in endogenous GC Tfh cells (**Figures 1E, F**). These findings show that inside the T-bet^+^ virus-specific CD4^+^ T cells there is some phenotypic intrapopulation heterogeneity.

### 3.2 RNA-Seq identifies expression of various Tfh-associated genes preferentially in virus-specific Th cells with low T-bet expression

To further investigate potential differences between T-bet^High^ and T-bet^Low^ cells, we sorted the virus-specific cells according to their T-bet ZsGreen brightness on day 10 p.i. and performed RNA sequencing (**Figure 2A**). 

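RNA was sequenced from 3 T-bet High and 3 T-bet Low samples of 500000 cells, sorted from pools of 4 to 5 mice. The cells were Smarta CD4+ T cells, whose transgenic T cell receptor recognizes a peptide of the LCMV glycoprotein, and a ZsGreen reporter marked their T-bet expression. They were isolated from spleen and lymph nodes on day 10 after infection with 200 PFU of LCMV Armstrong and enriched by their Thy1.1 marker before the sort, in which each gate comprised about 15 to 20% of the transferred cells. The authors prepared the cDNA with a kit for low RNA input, sequenced 76 nt from both ends of the fragments, mapped the reads to mm39 with Hisat2 and counted fragments per gene of GENCODE release M27 with featureCounts. The counts were deposited without normalization, with 1 value per gene and library. Counting did not use the strand, and no option for reads that map to several places was set, so values of near-identical gene copies and of overlapping genes are uncertain. The total per library lay between 35685449 and 47698646 counts in T-bet High samples (median 42702079) and between 38477608 and 49396855 counts in T-bet Low samples (median 44215893). Of the genes listed, 40383 had at least 1 count in any library. From these counts, 15947 genes that passed edgeR's filter on low counts were scaled by its TMM method and compared with its quasi-likelihood test and Benjamini-Hochberg adjustment. A gene was taken as differentially expressed by the limits of the paper's methods, an adjusted p under 0.05 and a log2 fold change above 1 or below -1. Log2 fold changes are given as T-bet High minus T-bet Low, so that positive values are higher in T-bet High cells, and the level of a gene is given in CPM, its counts relative to the TMM-scaled total of the library.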

The cell populations showed a high overlap in gene expression with only up to 5% of the genes being significantly differentially expressed in cells with either high or low T-bet expression (**Figure 2B**). 

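In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 879 of the 15947 genes tested (5.51%) were differentially expressed, 345 of them higher in T-bet High and 534 higher in T-bet Low cells. The 879 genes were 2.18% of the 40383 genes with at least 1 count. Without the limit on the fold change, 1773 genes (11.1%) had an adjusted p under 0.05, 832 higher in T-bet High and 941 higher in T-bet Low cells. The alternative that moved the first count most was a test of whether the log2 fold change itself exceeds 1 (edgeR's glmTreat), which called 354 genes, all 354 among the 879. With the replicate number as a blocking factor, the count without a fold limit rose to 2666, and without T-bet Low replicate 2 it fell to 1176. Of the 534 genes higher in T-bet Low cells, 135 (25.3%) were immunoglobulin genes. B-lineage cells carried along in the T-bet Low sort, or RNA released from them, stay open as their source. The values therefore do not show that the T cells express these genes. The 10 largest changes toward T-bet Low cells, among differentially expressed genes with a mean of at least 1 CPM and the same direction in all 3 pairs of equal replicate number, were all immunoglobulin V segments. For the 8 of them with no count in any T-bet High library, a floor of 3 counts per library gives values at least 28.5-fold (*Ighv1-61*) to at least 68.5-fold (*Ighv14-4*) higher in T-bet Low cells, which covers counting error only. T-bet Low replicate 3 carries much of this, and without it the bounds run from at least 12.1-fold (*Ighv1-61*) to at least 34.7-fold (*Ighv5-9-1*), with 19.0-fold for *Ighv14-4*. The largest changes toward T-bet High cells by the same rule were those of *S1pr5*, with a log2 fold change of 6.28, *Klre1* (5.61), *Cx3cr1* (4.93) and *Zeb2* (4.21). Pearson's correlation of log2 CPM across the tested genes lay between 0.985 and 0.989 for libraries of the same gate and between 0.955 and 0.968 for libraries of different gates. The lowest value within a gate exceeded the highest between gates by 0.017, and by 0.00276 on variance-stabilized counts and 0.000823 over every gene with at least 1 count. These correlations are across genes, which are not independent replicates.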

Analysis of the highly differentially expressed genes revealed a higher expression of some Tfh-associated genes (*Cxcr5, Tox2, P2rx7, Id3*) in T-bet^Low^ cells and cytotoxicity-associated genes (*Cx3cr1, Prf1, Gzmb*) in T-bet^High^ cells (**Figure 2C**). 

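*Cxcr5*, listed as ENSMUSG00000047880.16, lies on chromosome 9 of GRCm39 from 44423083 to 44473174 and encodes a chemokine receptor. Its level was 11.8 ± 1.42 CPM (SD, n = 3) in T-bet High and 108 ± 4.22 CPM (SD, n = 3) in T-bet Low samples, a log2 fold change of -3.19 (standard error 0.117, adjusted p = 1.09e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Tox2*, listed as ENSMUSG00000074607.12 (chromosome 2, 163045021 to 163166191), encodes a nuclear protein with an HMG box and reached 1.28 ± 0.536 CPM in T-bet High against 34.8 ± 6.68 CPM in T-bet Low samples. This was a log2 fold change of -4.77 (standard error 0.285, adjusted p = 1.15e-05). The ATP receptor gene *P2rx7* (ENSMUSG00000029468.18, chromosome 5, 122781942 to 122830400) had 11.6 ± 3.03 CPM in T-bet High and 125 ± 3.43 CPM in T-bet Low samples, with a log2 fold change of -3.43 (standard error 0.175, adjusted p = 5.73e-06). For *Id3* (ENSMUSG00000007872.4, chromosome 4, 135870808 to 135873066), which encodes an inhibitor of DNA binding, the levels were 13.6 ± 3.50 and 127 ± 32.3 CPM and the log2 fold change was -3.21 (standard error 0.228, adjusted p = 3.00e-05). In the other direction, the chemokine receptor gene *Cx3cr1* (ENSMUSG00000052336.8, chromosome 9, 119877749 to 119898945) fell from 183 ± 29.2 CPM in T-bet High to 6.00 ± 0.992 CPM in T-bet Low samples (standard error 0.175 of the log2 fold change, adjusted p = 1.09e-06). *Prf1*, the gene of perforin (ENSMUSG00000037202.7, chromosome 10, 61133546 to 61140461), had 81.7 ± 9.44 and 13.1 ± 1.33 CPM, a log2 fold change of 2.64 (standard error 0.126, adjusted p = 4.19e-06). *Gzmb*, the gene of granzyme B (ENSMUSG00000015437.6, chromosome 14, 56496295 to 56499717), had 273 ± 32.4 and 67.7 ± 12.7 CPM, a log2 fold change of 2.01 (standard error 0.147, adjusted p = 3.70e-05). For each of the 7 genes the lowest library of one gate lay above the highest library of the other. All 7 were differentially expressed in the main comparison and in each of its 13 alternatives, and leaving out 1 library moved their log2 fold changes most for *Tox2*, to between -5.13 and -4.49.

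**Figure D1:**
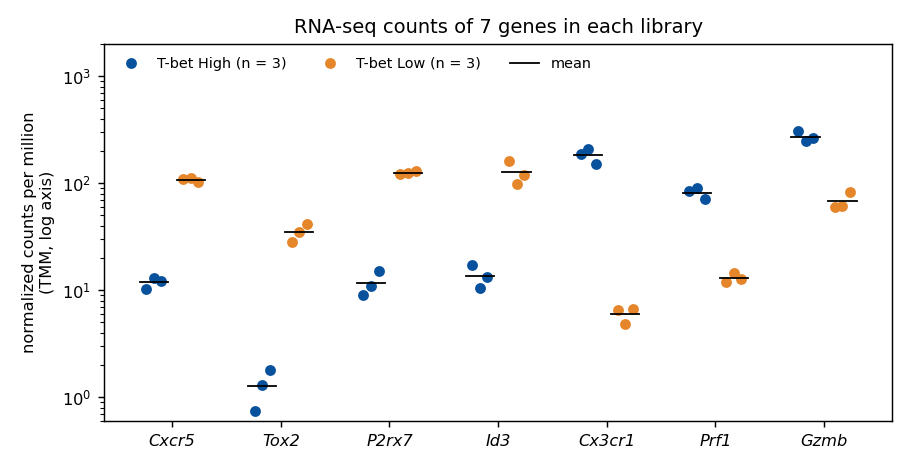
Normalized levels in CPM (log axis) of the 7 genes in the 3 T-bet High libraries (blue) and the 3 T-bet Low libraries (orange), with 1 dot per library and a bar at the mean. For *Cxcr5* the T-bet High dots lie between 10.3 and 13.1 CPM and the T-bet Low dots between 103 and 112 CPM.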

To further study the Tfh-related features at mRNA level in the T-bet^Low^ population, the gene set of Scholz et al. (33) for up- and downregulated genes in Tfh cells was used to perform enrichment scoring (**Figure 2D**). This indicated an enrichment of the Tfh signature upregulated genes in T-bet^Low^ and Tfh signature downregulated genes in T-bet^High^ cells (33). Furthermore, the expression of specific genes typically associated with either Th1 or Tfh cells was assessed (**Figure 2E**). 

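Figure 2E and Supplementary Table 1 list 20 genes as Th1-associated and 19 as Tfh-associated. They come from the study that produced these libraries, so that tests of the lists on the same libraries are not independent evidence. The 20 Th1-associated genes had a median log2 fold change of 1.04 and a mean of 0.88, and 19 of them were higher in T-bet High cells. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 10 were differentially expressed toward T-bet High cells, and both counts were the same when adjusted over the list alone. Only *Ccr7* was differentially expressed in the other direction. *Tbx21* itself had a log2 fold change of 0.97 (standard error 0.10, adjusted p = 2.40e-04), just inside the fold limit, which it passed without T-bet High replicate 3 and without T-bet Low replicate 2. For *Ifng* the log2 fold change was 0.80 (standard error 0.177, adjusted p = 0.0175). For *Cxcr3*, *Stat4*, *Il12rb1* and *Ly6c1* the adjusted p was 0.05 or more, and reads of *Ly6c1* and *Ly6c2* are uncertain because the genes are near-identical copies. The 19 Tfh-associated genes had a median log2 fold change of -1.01 and a mean of -1.38, and 17 of them were higher in T-bet Low cells. Of these, 10 were differentially expressed (*Tox2*, *Id3*, *Cxcr5*, *Il21*, *Cd200*, *Il6st*, *Il6ra*, *Bcl6*, *Tox* and *Tcf7*), again with the same count when adjusted over the list alone. *Maf* was higher in T-bet High cells, with a log2 fold change of 0.46 (adjusted p = 0.0113), and *Cd40lg*, *Stat3*, *Lef1* and *Icos* had an adjusted p of 0.05 or more in this unpaired comparison. With the replicate number as a blocking factor, it fell to 0.0133 for *Icos* (0.00590 to 1 over all alternatives, 0.0289 with DESeq2) and to 0.0220 for *Lef1* (0.0220 to 1), both below the fold limit. Among 10000 random lists matched on mean expression, the Th1 median lay at percentile 100 and the Tfh median at percentile 0. The gene set test camera (limma, preset correlation of 0.01) gave an adjusted p = 3.39e-13 for the Th1 and 2.18e-12 for the Tfh list. Both calls held under fry and under camera with an estimated correlation, and over all alternatives the adjusted p lay between 3.15e-16 and 0.0204 for the Th1 and between 1.76e-12 and 0.00316 for the Tfh list.

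**Figure D2:**
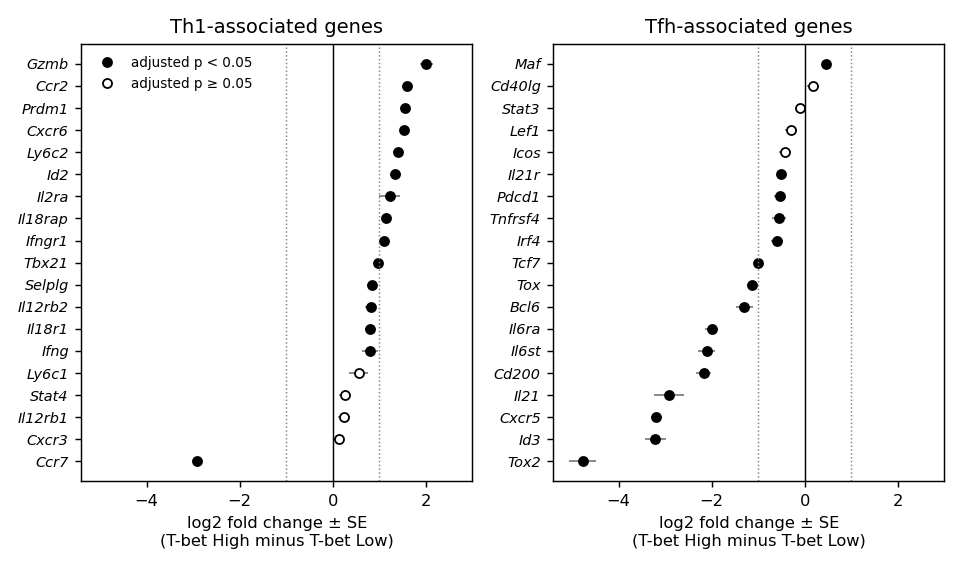
Log2 fold changes (T-bet High minus T-bet Low) of Th1-associated (left) and Tfh-associated genes (right), with 19 genes shown of each list. Bars show the standard error from edgeR, filled dots an adjusted p under 0.05, and dotted lines the fold limits of -1 and 1. *Ccr7*, at the bottom left, is the only Th1-associated gene below 0.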

T-bet^High^ cells showed higher expression of a number of Th1-associated genes, while T-bet^Low^ cells rather expressed higher levels of Tfh-associated genes. The majority of the Th1-associated genes was also highly expressed in T-bet^Low^ cells, emphasizing that even when there seems to be a bias towards some Tfh-like features, the T-bet^Low^ population can still be classified as part of the Th1 spectrum (**Supplementary Table 1**). This view is further supported by our observation of higher expression of *Ccr7* in T-bet^Low^ cells (**Figure 2E**), which is typically expressed by Th1 cells as it allows them to home to the T cell zone and has been shown to inhibit follicular homing of Tfh cells (34) (35). 

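In the 3 T-bet Low libraries, each Th1-associated gene was ranked by its mean log2 CPM among the 15947 tested genes. Their median percentile was 94.5, with 15 of the 20 genes above percentile 75 and 13 above percentile 90. The highest was *Selplg* at percentile 99.6, with 1163 ± 104 CPM (SD, n = 3), and the lowest *Ly6c1* at percentile 39.2, with 4.91 ± 0.892 CPM. *Tbx21* reached 435 ± 34.7 CPM in T-bet Low samples, at percentile 98.1, which was 50.9% of its mean in T-bet High samples, and *Ifng* reached 196 ± 38.0 CPM, at percentile 93.4 and 57.5% of its T-bet High mean. Leaving out each T-bet Low library in turn kept the median percentile between 94.2 and 94.6. Counts per kilobase of exon, an alternative chosen after seeing the data, moved it to 95.5. Rank within a library does not compare protein levels between genes. From the high expression of most of these genes in T-bet Low cells, the paper reasons that the population, despite its bias towards some Tfh-like features, can still be placed in the Th1 spectrum, and it adds the higher *Ccr7* expression as a further argument.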

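*Ccr7*, listed as ENSMUSG00000037944.9, lies on chromosome 11 of GRCm39 from 99035022 to 99045911 and encodes a chemokine receptor. It had 32.2 ± 3.49 CPM (SD, n = 3) in T-bet High and 241 ± 22.4 CPM (SD, n = 3) in T-bet Low samples. The log2 fold change of -2.91 (standard error 0.121) had an adjusted p = 2.22e-06 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and every T-bet Low library lay above every T-bet High library. It stayed between -2.98 and -2.82 with each library left out in turn, and *Ccr7* was differentially expressed in all 13 alternatives. With *Ccr7* left out, the median log2 fold change of the other Th1-associated genes was 1.10.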

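ATAC sequencing, in which a transposase inserts sequencing adapters into open chromatin, was performed on 2 T-bet High and 2 T-bet Low samples of 100000 cells. They came from the same kind of pools as the RNA samples, on day 10 after infection with LCMV Armstrong. The authors prepared the libraries with a commercial ATAC kit, sequenced 76 nt from both ends, mapped the reads to mm10 and analyzed them with the AIAP pipeline. The aligner, the handling of the transposase offset, the peak caller and the way in which the peaks of the libraries were merged are not given in the sources used here. The deposited table holds 1 list of 102342 peaks, with a median width of 321 bp and the number of reads of each library in each peak, not normalized. The 2 T-bet High libraries had 46187103 and 26101771 reads in peaks and the 2 T-bet Low libraries 76769864 and 35277092, so that the deepest library held 2.94 times the reads of the shallowest. After edgeR's filter, 102158 peaks were scaled by TMM and compared by its quasi-likelihood test with Benjamini-Hochberg adjustment, and a peak was called at an adjusted p under 0.01, the limit the paper gives for its peaks. Libraries of equal replicate number came from the same experiment and deviated together from the mean of their gate, with a correlation of 0.81 across peaks. The comparison without this pairing was fixed as the main one, and the paired comparison is given where it changes a call. Peaks were assigned to a gene when they lay within 1 kb of its transcription start site in the RefSeq annotation of GRCm38, the assembly also called mm10.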

To assess whether some of the differences in gene expression could be explained by chromatin accessibility, DNA of the T-bet subgroups was analyzed by performing ATAC sequencing (**Figure 2F**). Overall, the chromatin accessibility showed only minor changes between T-bet^High^ and T-bet^Low^ samples (p-adj.<0.01: 573 out of 74980 unique peaks). 

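By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and no pairing, 0 of 102158 peaks were called, and the lowest adjusted p was 0.265. At an unadjusted p under 0.05 there were 5625 peaks (5.51%), of which 1738 were higher in T-bet High and 3887 in T-bet Low cells. DESeq2 without pairing called 293 peaks, 36 higher in T-bet High and 257 in T-bet Low cells, and limma called 1889 on quantile-normalized values (897 higher in T-bet High and 992 in T-bet Low cells) and 0 on TMM-scaled values. The alternative that moved the count most was the replicate number as a blocking factor, with which edgeR called 10998 peaks (10.8%), 4254 higher in T-bet High and 6744 in T-bet Low cells. With this factor, the fit rests on 2 pairs and on an estimate of spread shared across peaks. Limma on quantile-normalized values with that factor, chosen after seeing the data, called 5029 and 5080, so that the balance between the directions depends on the normalization. All 293 peaks of DESeq2 were among the 10998 of edgeR and had the same direction. On simulated data for these 102158 peaks with paired libraries and 200 changed peaks, edgeR recovered 0 without and 191 with the blocking factor, so that the count of 0 does not limit how many peaks changed. Leaving out 1 library gave counts of 15 without T-bet High replicate 1, 3 without T-bet High replicate 2, 61 without T-bet Low replicate 1 and 133 without T-bet Low replicate 2. The median log2 fold change of all tested peaks was -0.01 with TMM and 0.09 with median-ratio size factors. It was 0.185 with library size alone, where the unadjusted peaks split into 3598 higher in T-bet High and 2964 higher in T-bet Low cells, so that directions of small changes depend on the scaling. Most peaks changed little in size, with a log2 fold change between -1 and 1 in 83.7% of them. Across peaks, the correlation of log2 CPM was 0.901 between the T-bet High libraries and 0.911 between the T-bet Low libraries, and 0.963 and 0.938 between the T-bet High and T-bet Low libraries of replicates 1 and 2.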

Even though the *Tbx21* locus had similar accessibility in both subsets (data provided at GSE199981), we found changes at the transcription start sites of genes that were either higher expressed in T-bet^Low^ cells (*Cxcr5, Tox2*) or in T-bet^High^ cells (*Gzmb, Prf1*). 

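The peak over the transcription start site of *Cxcr5* lies on chromosome 9 of mm10 from 44526258 to 44527191. Its normalized reads were 27.5 and 29.9 CPM in the T-bet High and 66.2 and 86.4 CPM in the T-bet Low libraries (replicates 1 and 2), a log2 fold change of -1.41 (standard error 0.258). At *Tox2* (chromosome 2, 163202889 to 163204226) the T-bet High libraries had 13.7 and 13.8 CPM and the T-bet Low libraries 56.2 and 68.1 CPM, a log2 fold change of -2.17 (standard error 0.256). At *Gzmb* (chromosome 14, 56261936 to 56262593) the values were 28.8 and 23.4 CPM against 10.8 and 10.2 CPM, a log2 fold change of 1.31 (standard error 0.271). The *Prf1* peak (chromosome 10, 61297056 to 61297885) had 27.6 and 27.6 CPM against 12.4 and 13.5 CPM, a log2 fold change of 1.09 (standard error 0.256). In both pairs each of these 4 peaks changed in the same direction, and the direction was the same under all 14 alternatives. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and no pairing, their adjusted p lay between 0.265 (*Tox2*) and 0.418 (*Prf1*), above the limit of 0.01. With the replicate number as a blocking factor, all 4 were called, with an adjusted p = 2.42e-07 for *Cxcr5*, 1.78e-20 for *Tox2*, 1.20e-13 for *Gzmb* and 2.34e-09 for *Prf1*. That fit rests on 2 pairs and shares its estimate of spread across peaks, so these p-values say little about variation between experiments. DESeq2 without pairing called only *Tox2* (adjusted p = 1.57e-06). It gave *Cxcr5* 0.0116, *Gzmb* 0.0235 and *Prf1* 0.0631. Without T-bet Low replicate 1, edgeR called 1 of the peaks.
At *Tbx21*, the peak over the start site (chromosome 11, 97114577 to 97115651) had 29.9 and 20.2 CPM in the T-bet High and 34.2 and 21.5 CPM in the T-bet Low libraries, a log2 fold change of -0.15 (standard error 0.340, adjusted p = 0.977 in edgeR's test, 0.615 with the blocking factor). A neighboring peak 527 bp from the start site (97115858 to 97116197) had a log2 fold change of 0.21 (standard error 0.403, adjusted p = 0.968). Neither was called under any alternative, and the sign of both changed with the setting. Within 10 kb of the gene, 13 peaks lay in the list, and with the blocking factor 4 of them were called, all higher in T-bet High cells.

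**Figure D3:**
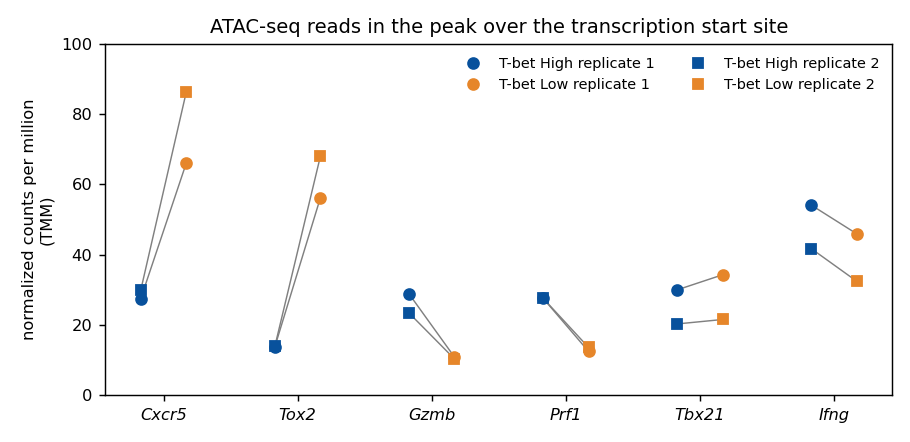
Normalized reads (CPM) in the peak over the transcription start site of 6 genes (for *Ifng* the peak from 118440561), with T-bet High libraries in blue, T-bet Low libraries in orange, circles for replicate 1, squares for replicate 2 and a line joining the libraries of 1 replicate. The lines of *Cxcr5* and *Tox2* rise and those of *Gzmb* and *Prf1* fall from T-bet High to T-bet Low in both replicates, while the replicates of *Tbx21* and *Ifng* lie further apart than the gates do.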

Taken together, this points to some Tfh-like features in the antiviral T-bet^Low^ Th1 cell population.

**Figure 2:**
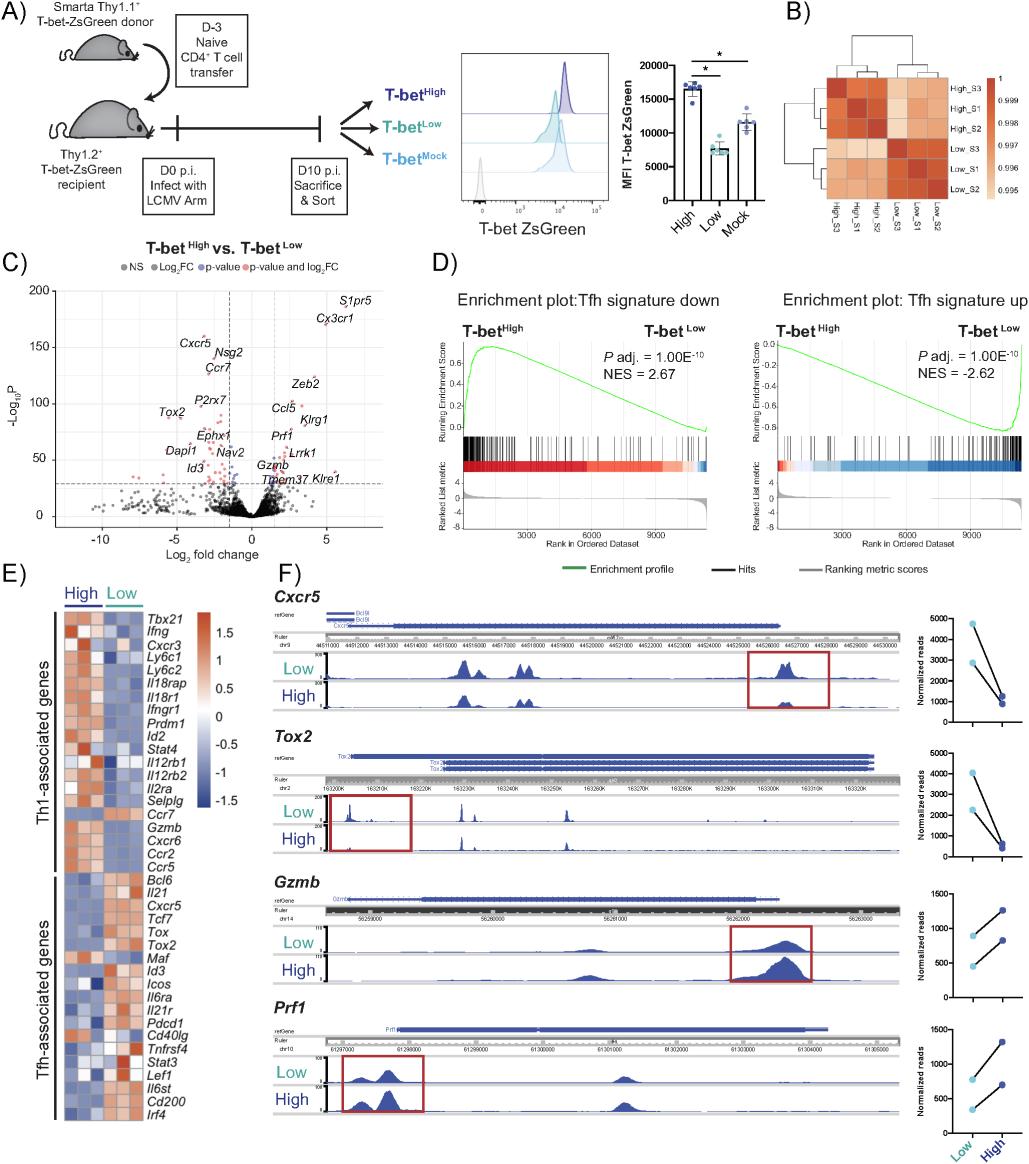
RNA-Seq identifies expression of various Tfh-associated genes preferentially in virus-specific Th cells with low T-bet expression. T-bet ZsGreen Smarta CD4^+^ T cells were differentiated as described in **Figure 1**. On day 10 p.i. with LCMV Arm, the cells were FACS sorted according to their T-bet reporter brightness into T-bet high, low and mock sorted fractions and bulk RNA- and ATAC-Sequencing was performed. **(A)** Experimental outline, representative histogram of T-bet ZsGreen reporter MFI after sort (grey = naïve endogenous CD4^+^ T cells) and pooled T-bet ZsGreen MFI after sort of each fraction. **(B)** Sample distance plot of shared and exclusively expressed genes in T-bet ZsGreen high *vs*. low sorted CD4^+^ T cells. **(C)** Volcano plot of genes expressed in T-bet reporter high *vs*. low sorted cell fractions. **(D)** Gene set enrichment analysis of differentially regulated genes in the T-bet reporter-sorted cells that have been shown to be either up- or downregulated in the Tfh cell signature (total 304 genes, gene set from Scholz et al. (33)). **(E)** Heatmap depicting the difference in expression of genes associated with either Th1 or Tfh phenotype in T-bet reporter high *vs*. low sorted cells. **(F)** ATAC Seq analysis of the *Cxcr5*, *Tox2*, *Gzmb* and *Prf1* loci and normalized reads of significantly different peaks (highlighted in red boxes) between T-bet reporter low *vs*. high sorted cells. FACS data are presented as mean ± SD. Each dot represents T-bet ZsGreen sorted Smarta T cells from one experiment. 6 independent experiments were pooled (n=1/fraction/experiment). Samples of 2 (ATAC) or 3 (RNA) independent experiments were used for sequencing. Statistical significance was determined using paired t-test or Wilcoxon test comparing the T-bet low or mock to the T-bet high sorted cell fraction. p* <0.05.

### 3.3 Quantitative differences in Th1 cell features are maintained to some extent during chronic viral rechallenge

To assess the stability of quantitative T-bet differences, adoptively transferred T-bet ZsGreen cells were sorted by reporter expression intensities on day 10 p.i. with LCMV Armstrong (Arm, 200 PFU), and the sorted cell fractions were transferred again into naïve Thy1.2^+^ recipients. After two weeks of resting, the recipients were challenged with LCMV Clone 13 (Cl13, ≥2 x 10^6^ PFU), which causes chronic infections in mice. As CD4^+^ T cells are usually recovered in low cell numbers during these infections, we decided to assess their phenotype in the spleen at an early time point (**Figure 3A**). Seven days p.i., the vast majority of the transferred cells featured an effector or effector memory phenotype (CD44^+^CD62L^-^) (**Supplementary Figure 2A**) and still expressed T-bet ZsGreen highly (**Figure 3B**). Even though the cell populations previously sorted according to T-bet ZsGreen brightness now showed an overlap in T-bet reporter expression, they still exhibited significant differences in their mean fluorescent intensity (MFI): The progeny of the sorted T-bet^High^ cells maintained the highest ZsGreen expression while the progeny of the sorted T-bet^Low^ cells maintained the lowest ZsGreen expression (**Figure 3B**). To assess the functional relevance of these differences, the levels of IFN-γ expression were determined after *ex vivo* stimulation. While similar frequencies of the transferred cells expressed IFN-γ (**Supplementary Figure 2B**), the T-bet^High^ cells expressed significantly more IFN-γ per cell than the T-bet^Low^ cells (**Figure 3C**). Furthermore, the originally observed differences in frequencies of CXCR3 and Ly6C expression patterns were maintained to some extent, as T-bet^Low^ cells still exhibited the highest frequencies of CXCR3^+^Ly6C^-^ cells and the lowest frequencies of CXCR3^+^Ly6C^+^ cells (**Figure 1C**, **Figure 3D**). However, the Ly6C expression of the transferred cells was overall decreased after LCMV Cl13 infection compared to the analysis after primary challenge with LCMV Arm. This observation was accompanied by slightly lower CXCR3 MFI and higher Ly6C MFI in the progeny of the T-bet^High^ compared to the T-bet^Low^ cells (**Supplementary Figure 2C**). Additionally, the frequencies of IL-18R^+^ cells followed the T-bet ZsGreen gradient with highest percentages of IL-18R^+^ cells in the progeny of formerly T-bet^High^ sorted cells, further pointing to the potential functional relevance of the maintained quantitative T-bet ZsGreen differences (**Supplementary Figure 2D**). IL-18 signaling has been shown to enhance IFN-γ production in differentiated Th1 cells (36). Thereby, heightened IL-18R expression may further strengthen the Th1 phenotype of T-bet^High^ cells. Taken together, quantitative differences in Th1 cells can be maintained to some extent even in a strong stimulatory and inflammatory environment as present during chronic viral infection.

**Figure 3:**
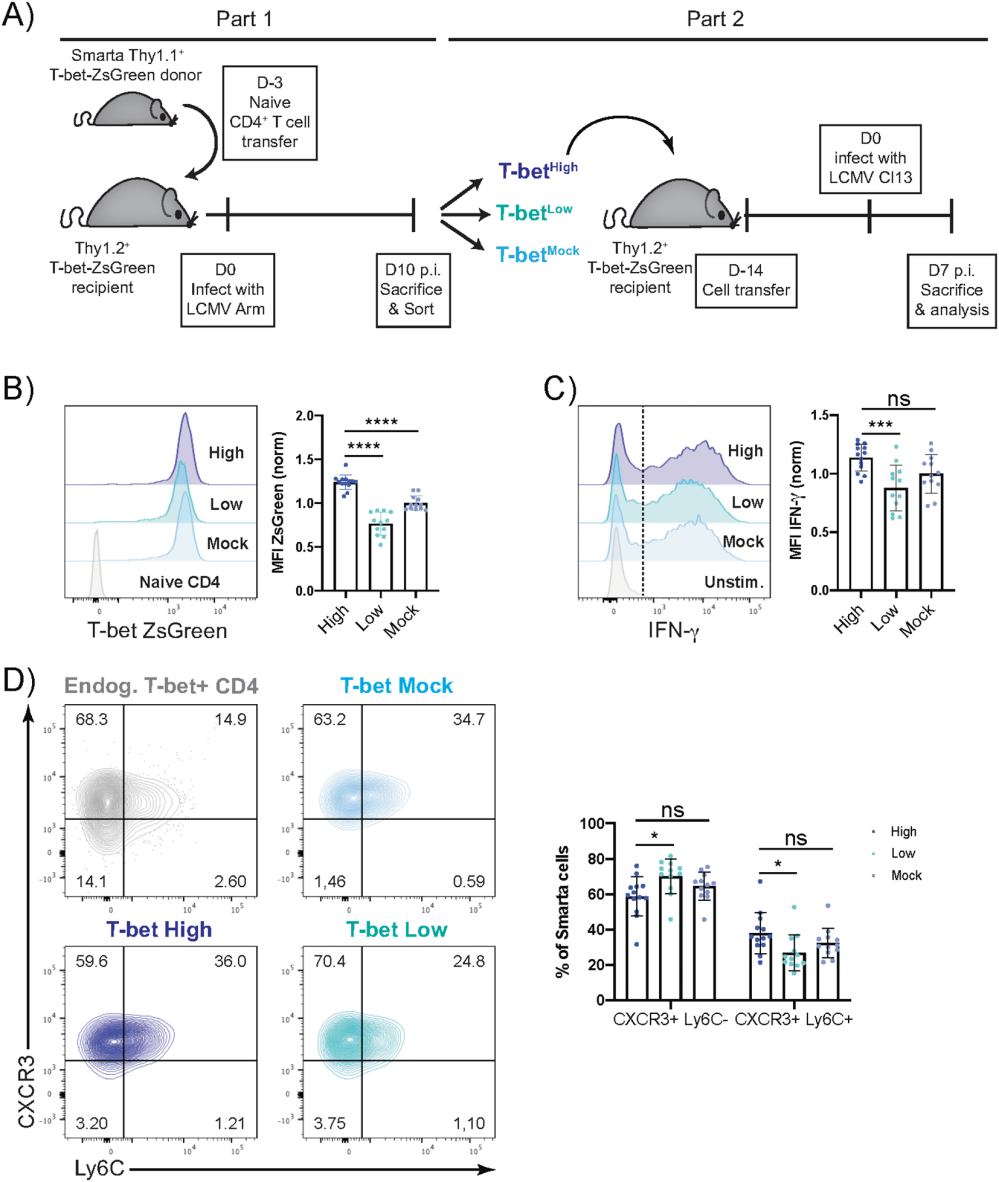
Quantitative differences in Th1 cell features are maintained to some extent during chronic viral rechallenge. Ten days p.i. with LCMV Arm, T-bet^High^, T-bet^Low^ and T-bet^Mock^ sorted Smarta cells (Thy1.1^+^) were transferred into individual naïve T-bet ZsGreen recipients (Thy1.2^+^). Two weeks post transfer, the recipients were infected with a high dose of LCMV Clone 13 (≥2x10^6^ PFU) and 7 days post infection, the transferred cells were isolated from spleen and their phenotype was analyzed by flow cytometry. **(A)** Experimental Layout. **(B)** Representative histograms of T-bet ZsGreen expression (grey = naïve endog. CD4^+^ T cells). Normalized and pooled T-bet ZsGreen MFI of transferred cells on day 7 p.i. with LCMV Cl13. **(C)** Representative histogram of IFN-γ expression after GP64 restimulation (grey = unstimulated T-bet^Mock^ cells). Normalized and pooled IFN-γ MFI of cytokine-positive transferred cells. **(D)** Representative plots of CXCR3 and Ly6C staining of transferred cells and endogenous T-bet^+^ primary effector CD4^+^ T cells, as indicated. Pooled frequencies of CXCR3^+^ Ly6C^-^ and CXCR3^+^ Ly6^+^ Smarta cells. Data are presented as mean ± SD. Each dot represents isolated Smarta CD4^+^ T cells from one individual recipient. 3 independent experiments were pooled (n=4–5 mice/fraction/experiment). For MFI comparison, MFI of T-bet^High^ or T-bet^Low^ sorted cells were normalized to the average of T-bet^Mock^ sorted samples in each experiment. Statistical significance was determined using unpaired t-test or Mann-Whitney test comparing the T-bet low or mock to the T-bet high sorted cell fraction. p* <0.05, p***< 0.001, p****< 0.0001, ns, not significant.

### 3.4 T-bet low Th1 cells preferentially maintain some Tfh-associated features and high T-bet expression does not prevent T cells from acquiring phenotypic markers of exhaustion

After the primary infection with LCMV Arm, the T-bet ZsGreen brightness-sorted cells showed significant differences in the expression of various classic Tfh-associated factors. Therefore, we wondered whether these features were maintained during chronic viral rechallenge. Already at day 7 p.i. with LCMV Cl13, the virus-specific secondary effector cells were all PD-1 positive (**Figure 4A**). The enrichment of CXCR5^+^ cells, which now co-expressed PD-1, was still significantly higher in the progeny of the T-bet^Low^ than the T-bet^High^ population. Even though the overall frequencies of CXCR5^+^ cells were reduced, the progeny of the transferred T-bet^Low^ cells still showed significantly higher expression of Tfh-associated transcription factors including BCL6, TCF1, and c-Maf (**Figure 4B**). Overall, we could observe high expression of c-Maf in all subfractions confirming that this transcription factor is not only expressed in Tfh and Th2 cells (37–39) but also in chronically stimulated T cells as previously reported (40). The expression of the transcription factor TOX, which has been associated with the persistence of antiviral CD8^+^ T cells in chronic infections (41, 42), was also assessed in the progeny of the T-bet reporter cells. After primary infection, we found a mild increase in TOX expression in T-bet^Low^ cells (cf. **Supplementary Figure 1C**). However, after Cl13 challenge infection, we observed high expression of TOX, which was then comparable in the progeny of all transferred cell fractions (**Figure 4B**). Even though TOX and TOX2 have been shown to be involved in Tfh development, our data indicate that in a chronic infection setting, the transcription factor is not exclusive for Tfh cells, but rather strongly expressed by all antiviral CD4^+^ T cells (43).

**Figure 4:**
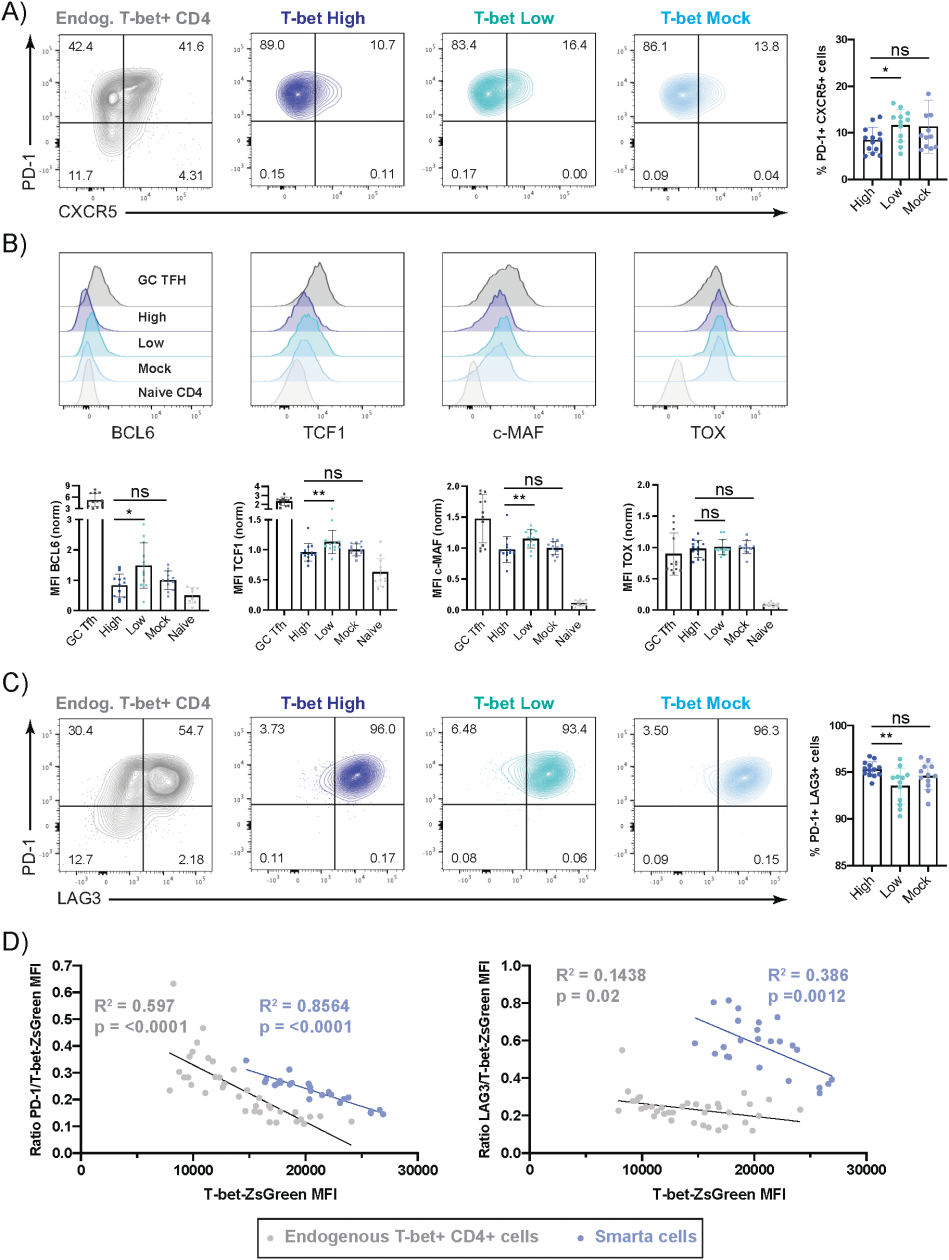
T-bet low Th1 cells preferentially maintain some Tfh-associated features and high T-bet expression does not prevent T cells from acquiring phenotypic markers of exhaustion. Experimental Layout as described in **Figure 3**. **(A)** Representative plots of PD-1 and CXCR5 staining of Smarta cells (shades of blue) or endogenous T-bet^+^ effector CD4^+^ T cells (grey) in the spleen. Pooled frequency of PD-1^+^ CXCR5^+^ Smarta cells. **(B)** Representative histograms of BCL6, TCF1, c-MAF and TOX expression levels in Smarta cells (shades of blue) in the spleen. Endogenous naïve CD4^+^ T cells (light grey) and endogenous effector GC Tfh (PD-1^+^CXCR5^+^) cells (dark grey) are depicted as controls. Normalized and pooled MFIs of BCL6, TCF1, c-MAF or TOX. **(C)** Representative plots of PD-1 and LAG3 staining of Smarta cells or endogenous T-bet^+^ effector CD4^+^ T cells in the spleen, as indicated. Pooled frequency of PD-1^+^LAG3^+^ Smarta cells. **(D)** Correlation analysis of PD-1 (left) or LAG3 (right) MFI ratio to T-bet ZsGreen MFI of either endogenous T-bet^+^ effector CD4^+^ T cells (grey) or transferred Thy1.1^+^ Smarta CD4^+^ T cells (blue). R2 and p value are stated in the graphs in the respective colors. Data are presented as mean ± SD. Each dot represents isolated Smarta CD4^+^ T cells from one individual recipient or endogenous CD4^+^ T cells from individual T-bet^mock^ cell recipients. 3 independent experiments (2 for **(D)**) were pooled (n=4–5 mice/fraction/experiment). For MFI comparison, MFI of T-bet^High^, T-bet^Low^, endogenous GC Tfh or naïve CD4^+^ T cells were normalized to the average of T-bet^Mock^ samples in each experiment. Statistical significance was determined by unpaired t-test or Mann-Whitney test comparing the T-bet low or mock to the T-bet high sorted cell fraction, statistical comparison to endogenous cells was not performed. p* <0.05, p**< 0.01, ns, not significant.

Next, we investigated whether the progeny of the cell subsets sorted by high or low T-bet reporter expression showed any differences in inhibitory receptor expression during chronic infection. As mentioned before, the secondary effector cells were all PD-1 positive, and LAG3, an inhibitory receptor competing with CD4 for binding, was expressed by almost all of the transferred cells (High: 95.3% +/-0.8, Low: 93.52% +/-1.91, Mock: 94.6% +/-1.41) (**Figure 4C**) (44, 45). Here, T-bet^High^ cells showed a significant, but minor increase in PD-1^+^LAG3^+^ cell frequencies. As T-bet had been previously shown to be able to bind the *Pdcd1* locus and to repress PD-1 expression in CD8^+^ T cells (46) we assessed the PD-1 expression levels in activated CD4^+^ T cells after chronic LCMV infection. Even though the majority of T-bet ZsGreen^+^ endogenous effector and transferred secondary effector CD4^+^ T cells were PD-1^+^, the expression levels of the T-bet reporter negatively correlated with those of PD-1 and LAG3 in both cell types (**Figure 4D**).

Furthermore, low proliferation rates, high cell death, and poor polyfunctionality are common features of T cell exhaustion (47, 48), which we also observed in our transferred cells. The progeny of the sorted cells with different T-bet reporter expression levels showed comparable frequencies of proliferating, dead, or apoptotic cells on day 7 p.i. (**Supplementary Figures 3A-C**). Additionally, the majority of the progeny of the transferred cells had already lost the capacity to produce TNF-α or IL-2 in addition to IFN-γ by day 7 p.i. showing no significant differences between the secondary effector cell populations (**Supplementary Figure 3D**). Finally, as our analysis was done during the peak of the LCMV replication and as CD4^+^ T cells are not the main players in viral clearance (48), we also did not observe any differences in viral titers between the recipients in peripheral blood and all organs analyzed (**Supplementary Figure 3E**).

In summary, the progeny of the transferred CD4^+^ T cell fractions that were sorted according to T-bet reporter levels all exhibited multiple phenotypical features of exhaustion by day 7 of infection with LCMV Cl13. High T-bet expression does not appear to globally prevent exhaustion in virus-specific Th1 cells, however higher T-bet reporter expression is correlated with lower PD-1 expression levels in individual cells.

## 4 Discussion

T-bet expression is considered a hallmark of CD4^+^ T cell differentiation towards the Th1 phenotype (49). However, in recent years it has become increasingly clear that not only the presence of a transcription factor, but its expression level in single cells can be decisive for cell-fate decisions and plasticity of differentiated cells (12, 50, 51). In the present study, we report that within the T-bet-expressing antiviral CD4^+^ T cell compartment there is a continuous spectrum from T-bet^high^ to T-bet^low^ cells, which show intrapopulation heterogeneity. Furthermore, we demonstrate that cells sorted according to the intensity of the T-bet ZsGreen reporter can maintain quantitative differences in T-bet reporter expression and IFN-γ expression even after a rechallenge with a chronic LCMV strain. Even though the cells maintained differential expression profiles, neither of the sorted populations were particularly protected from acquiring phenotypic markers of exhaustion during the early days of chronic infection.

We have previously reported that antiviral CD4^+^ T cells retain a quantitative memory of IFN-γ expression for at least one month after transfer into naïve recipients (1). Furthermore, we demonstrated that IFN-γ production is quantitatively controlled by T-bet, and these results were confirmed using the T-bet ZsGreen reporter (1, 13). Moreover, we have recently shown that the magnitude of T-bet expression safeguards Th1 plasticity (12). Here, we report that not only IFN-γ expression, but also production of homing markers (Ly6C, CXCR5), transcription factors (BCL-6, TCF1), and cytotoxic molecules (Perforin, Granzyme B) correlate with the T-bet expression levels in individual Th1 cells. Our data show that low T-bet amounts correlate with increased expression of Tfh-associated markers. While a fraction of T-bet^low^ cells did express CXCR5, which allows T cells to enter the B cell follicle (52), they did not co-express PD-1 after the acute LCMV infection. PD-1 has been previously shown to be highly expressed by germinal center Tfh cells and to be able to restrict CXCR3 expression in CD4^+^ T cells (32, 35). However, the T-bet^low^ cells strongly expressed CXCR3 and, according to the RNA-sequencing data, even upregulated *Ccr7* in comparison to T-bet^high^ cells, which has been shown to be able to inhibit follicular homing of CXCR5^+^ T cells (35). 

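In the RNA data, *Cxcr3* (ENSMUSG00000050232.7, chromosome X of GRCm39, 100775141 to 100777875) had 967 ± 95.3 CPM (SD, n = 3) in T-bet High and 886 ± 68.6 CPM (SD, n = 3) in T-bet Low samples. This placed it at percentile 99.4 of the tested genes in both gates. Its log2 fold change of 0.13 (standard error 0.104) was not significant, with an adjusted p = 0.533 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Ccr7* lay at percentile 95.2 in T-bet Low and at percentile 62.0 in T-bet High samples.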

Even though Th1-like Tfh cells have been described before, these were rather defined by the early transient expression of T-bet, which resulted in an increased accessibility of the *Ifng* locus and thereby allowed for IFN-γ expression by the Tfh cells at later stages in the absence of T-bet (4). As the cells described here still expressed T-bet strongly after the clearance of the virus and only show a mild expression of BCL-6, we hypothesize that they are Th1 cells that in addition have certain Tfh characteristics. Previous studies in human blood have shown that PD-1^-^ CXCR3^+^ CXCR5^+^ CD4^+^ T cells, as observed by us in the T-bet^Low^ compartment, are IFN-γ producers, express T-bet, but are incapable of helping B cells (53). These cells were also described in the memory CD4^+^ T cell compartment of HIV patients, and analysis of their expression profile neither matched the one from GC Tfh cells nor from CXCR5-negative T helper cells (54). It is possible that the T-bet^Low^ Th1 cells that feature certain Tfh characteristics as described in our study are the mouse equivalent, possibly located at the T:B border or, as the spleen is a highly vascularized organ, they might be circulating in peripheral blood. Further experiments will be required to define their exact localization.

The T-bet^high^ CD4^+^ T cells showed an upregulation of typical Th1 cell-associated genes and a strong expression and chromatin accessibility of the cytotoxic genes *Prf1* and *Gzmb*. It has been previously shown that T-bet can directly bind to the *Prf1* and the *Gzmb* genes in NK cells (55) and that the cytotoxicity of CD8^+^ T cells is impaired in T-bet KO strains (56). This in combination with our observations further suggests that high levels of T-bet may facilitate cytotoxic functions even in CD4^+^ T cells.

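Among the tested genes, *Gzmb* lay at percentile 95.9 in T-bet High and 76.6 in T-bet Low samples, and *Prf1* at percentile 80.5 and 49.1. A list of 11 genes of cytotoxic and terminal effector cells had a median log2 fold change of 2.73. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 10 of them were differentially expressed toward T-bet High cells, also when adjusted over the list alone (*Klrg1*, *Cx3cr1*, *S1pr5*, *Zeb2*, *Gzma*, *Gzmb*, *Gzmk*, *Prf1*, *Nkg7* and *Ccl5*). Several of these are labelled in Fig. 2C, so the list is not independent of the study. Summed over all peaks within 10 kb of the gene, the log2 fold change of the ATAC reads was 1.27 at *Gzmb*, with 2 peaks, and 0.77 at *Prf1*, with 3 peaks. With the replicate number as a blocking factor 2 peaks were called higher in T-bet High cells at each gene, and without it edgeR called 0, as did DESeq2.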

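For 554 of the 879 differentially expressed genes, the ATAC data held a peak within 1 kb of the transcription start site, taking the highest where there were several. At 439 of the 554 genes (79.2%), the peak and the RNA changed in the same direction, with a 95% binomial confidence interval (Clopper-Pearson) of 75.6 to 82.5% that treats genes as independent, which they are not. Among the 10450 other tested genes with such a peak, the share was 52.1%. It was 62.7% (136 of 217) for genes higher in T-bet High and 89.9% (303 of 337) for genes higher in T-bet Low cells. This difference between the directions depended on the scaling and on single libraries. For the scaling, the peaks of the other genes had a median log2 fold change of -0.26. Scaled by library size alone, the shares were 76.5% and 80.7%. They were 50.7% and 87.2% without ATAC T-bet High replicate 1, 85.7% and 84.3% without T-bet High replicate 2, 76.0% and 81.0% without T-bet Low replicate 1, and 55.3% and 87.2% without T-bet Low replicate 2. These alternatives were chosen after seeing the data. The median absolute log2 fold change of the 554 genes was 1.67 in RNA and 0.47 in the promoter peak, and 65 of the peaks passed a log2 fold change of 1 in either direction. All 554 genes had been selected for passing that limit in RNA, with no such selection in ATAC, so that these values do not compare the sizes of both changes. Spearman's rho between both changes was 0.55 across the 554 genes and 0.28 across all genes with a promoter peak. Both describe these genes and carry no test.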

Even though we observed distinct protein and mRNA expression patterns in the cell subsets sorted according to T-bet reporter expression levels, these differences were not visible to the same extent in the ATAC-Seq data set. The global chromatin accessibility was comparable between samples, with only singular peaks differing significantly at the transcription start sites of highly differentially expressed genes such as *Cxcr5*, *Tox2*, *Gzmb*, and *Prf1*. As the *Tbx21* and *Ifng* locus showed similar chromatin patterns (data provided at GSE199981), we hypothesize that the fine-tuned differences of their expression levels are rather mediated by transcription factor availability than by gene accessibility.

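The peak over the transcription start site of *Ifng* (chromosome 10 of mm10, 118440561 to 118441372) had 54.1 and 41.7 CPM in the 2 T-bet High libraries and 45.9 and 32.4 CPM in the 2 T-bet Low libraries. Its log2 fold change was 0.29 (standard error 0.287, adjusted p = 0.964 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 0.344 with the replicate number as a blocking factor). A further peak 922 bp from the start site (118441968 to 118442266) had a log2 fold change of -0.08 (standard error 0.447, adjusted p = 0.999). The first of these peaks was called only by limma on quantile-normalized values with the blocking factor (adjusted p = 3.27e-07, against 0.0614 without that factor). Its log2 fold change was 0.24 and 0.36 in the 2 pairs and between 0.08 and 0.56 with each library left out. The sign of this peak changed in 1 alternative, to -0.23, and that of the further peak in 8. Of the 8 peaks within 10 kb of *Ifng*, 1 was called higher in T-bet High cells with the blocking factor, at 118446030 to 118446658 downstream of the gene. At *Tbx21*, 4 of the 13 peaks within 10 kb were called with the blocking factor, all higher in T-bet High cells. The reads summed over the peaks of a locus had a log2 fold change of 0.24 at *Ifng* and 0.13 at *Tbx21*. From the similar chromatin patterns at both loci, the paper proposes that the differences in expression of *Tbx21* and *Ifng* are mediated by the availability of transcription factors rather than by the accessibility of the genes.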

During chronic viral infections, as in tumors, T cells undergo functional adaptation that may include exhaustion due to the strong and continuous antigenic stimulation and the inflammatory environment (8). Several characteristics have been established to be part of the T cell exhaustion phenotype, some of which we observed in the progeny of all T-bet reporter-sorted cell fractions after LCMV Cl13 challenge infection: The cells became highly apoptotic and featured low proliferative potential and poor cytokine polyfunctionality (47, 48, 57). Furthermore, the progeny of the T-bet reporter-sorted CD4^+^ T cells showed high expression of the inhibitory receptors PD-1 and LAG3 already 7 days post infection with LCMV Cl13. While the vast majority of the transferred cells was positive for both markers, we still observed a strong negative correlation between the T-bet reporter expression and PD-1 expression. This is in line with the findings by Kao et al. (46), who had shown that in CD8^+^ T cells T-bet can negatively regulate the expression levels of inhibitory receptors, in particular PD-1, which may also be the case for the CD4^+^ T cells analyzed in our study. Furthermore, the transcription factors c-Maf and TOX, which are associated with CD8^+^ T cell exhaustion, were strongly upregulated in the progeny of the transferred T-bet reporter-sorted CD4^+^ T cell populations (40–42). Although both proteins have also been associated with Tfh cells, their strong upregulation during the chronic infection shows that they are not limited to the Tfh phenotype (37, 38, 43). Further studies are required to decipher the exact role of TOX expression in exhausted CD4^+^ T cells during chronic LCMV infection.

In conclusion, our findings highlight the stability of graded quantitative levels of T-bet and IFN-γ expression in individual Th1 cells during chronic viral infection and the correlation of T-bet levels with the expression of certain Tfh-associated genes in virus-specific Th1 cells.

## Data Availability

Raw and processed RNA and ATAC sequencing datasets generated in this study have been deposited in the gene expression omnibus (GEO) database under the accession number GSE199981.

## References

[1] HelmstetterC FlossdorfM PeineM KupzA ZhuJ HegazyAN . Individual T helper cells have a quantitative cytokine memory. Immunity. (2015) 42:108–22. doi: 10.1016/j.immuni.2014.12.018, PMID: 25607461 PMC4562415

[2] ChoiYS KageyamaR EtoD EscobarTC JohnstonRJ MonticelliL . ICOS Receptor Instructs T Follicular Helper Cell versus Effector Cell Differentiation via Induction of the Transcriptional Repressor Bcl6. Immunity. (2011) 34:932–46. doi: 10.1016/j.immuni.2011.03.023, PMID: 21636296 PMC3124577

[3] CrottyS . T follicular helper cell biology: A decade of discovery and diseases. Immunity. (2019) 50:1132–48. doi: 10.1016/j.immuni.2019.04.011, PMID: 31117010 PMC6532429

[4] FangD CuiK MaoK HuG LiR ZhengM . Transient T-bet expression functionally specifies a distinct T follicular helper subset. J Exp Med. (2018) 215:2705–14. doi: 10.1084/jem.20180927, PMID: 30232200 PMC6219743

[5] KippsTJ ParhamP PuntJ HerzenbergLA . Importance of Immunoglobulin Isotype in Human Antibody-Dependent, cell-mediated cytotoxicity directed by murine monoclonal antibodies. J Exp Med. (1985) 161:1–17. doi: 10.1084/jem.161.1.1, PMID: 3918141 PMC2187540

[6] TakaiT LiM SylvestreD ClynesR RavetchJV . FcRy chain deletion results in pleiotrophic effector cell defects. Cell. (1994) 76:519–29. doi: 10.1016/0092-8674(94)90115-5, PMID: 8313472

[7] WeinsteinJS LaidlawBJ LuY WangJK SchulzVP LiN . STAT4 and T-bet control follicular helper T cell development in viral infections. J Exp Med. (2017) 215:999. doi: 10.1084/jem.2017045702062018c, PMID: 29440270 PMC5839754

[8] WherryEJ KurachiM . Molecular and cellular insights into T cell exhaustion. Nat Rev Immunol. (2015) 15:486–99. doi: 10.1038/nri3862, PMID: 26205583 PMC4889009

[9] ZhouX RamachandranS MannM PopkinDL . Role of lymphocytic choriomeningitis virus (LCMV) in understanding viral immunology: Past, present and future. Viruses. (2012) 4:2650–69. doi: 10.3390/v4112650, PMID: 23202498 PMC3509666

[10] Penaloza-MacMasterP BarberDL WherryEJ ProvineNM TeiglerJE ParenteauL . Vaccine-elicited CD4 T cells induce immunopathology following chronic LCMV infection. Science. (2015) 347:278–82. doi: 10.1126/science.aaa2148, PMID: 25593185 PMC4382081

[11] KurktschievPD RaziorrouhB SchrautW BackmundM WachtlerM WendtnerCM . Dysfunctional CD8+ T cells in hepatitis B and C are characterized by a lack of antigen-specific T-bet induction. J Exp Med. (2014) 211:2047–59. doi: 10.1084/jem.20131333, PMID: 25225458 PMC4172217

[12] HegazyAN PeineC NiesenD PanseI VainshteinY KommerC . Plasticity and lineage commitment of individual TH1 cells are determined by stable T-bet expression quantities. Sci Adv. (2024) 10:eadk2693. doi: 10.1126/sciadv.adk2693, PMID: 38838155 PMC11152138

[13] ZhuJ JankovicD OlerAJ WeiG SharmaS HuG . The transcription factor T-bet is induced by multiple pathways and prevents an endogenous th2 cell program during th1 cell responses. Immunity. (2012) 37:660–73. doi: 10.1016/j.immuni.2012.09.007, PMID: 23041064 PMC3717271

[14] OxeniusA BachmannMF ZinkernagelRM HengartnerH . Virus-specific MHC class II-restricted TCR-transgenic mice: effects on humoral and cellular immune responses after viral infection. Eur J Immunol. (1998) 28:390–400. doi: 10.1002/(SICI)1521-4141(199801)28:01<390::AID-IMMU390>3.0.CO;2-O, PMID: 9485218

[15] BattegayM CooperS AlthageA BänzigerJ HengartnerH ZinkernagelRM . Quantification of lymphocytic choriomeningitis virus with an immunological focus assay in 24- or 96-well plates. J Virol Methods. (1991) 33:191–8. doi: 10.1016/0166-0934(91)90018-U, PMID: 1939506

[16] KimD LangmeadB SalzbergSL . HISAT: a fast spliced aligner with low memory requirements. Nat Methods. (2015) 12:357–60. doi: 10.1038/nmeth.3317, PMID: 25751142 PMC4655817

[17] BolgerAM LohseM UsadelB . Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics. (2014) 30:2114–20. doi: 10.1093/bioinformatics/btu170, PMID: 24695404 PMC4103590

[18] LiaoY SmythGK ShiW . featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics. (2014) 30:923–30. doi: 10.1093/bioinformatics/btt656, PMID: 24227677

[19] LoveMI HuberW AndersS . Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. (2014) 15:550. doi: 10.1186/s13059-014-0550-8. HW& AS., PMID: 25516281 PMC4302049

[20] PagèsH . AnnotationDbi: manipulation of SQLite-based annotations in bioconductor. (2020). CM, FSLN.

[21] KoldeR . Pretty heatmaps. (2018).

[22] BligheK SR andML . EnhancedVolcano: Publication-ready volcano plots with enhanced colouring and labeling. (2018).

[23] Hadley WickhamWC HenryL PedersenTL TakahashiK WilkeC WooK . ggplot2: create elegant data visualisations using the grammar of graphics. (2020).

[24] YuG WangLG HanY HeQY . ClusterProfiler: An R package for comparing biological themes among gene clusters. OMICS. (2012) 16:284–7. doi: 10.1089/omi.2011.0118, PMID: 22455463 PMC3339379

[25] LiuS LiD LyuC GontarzPM MiaoB MaddenPAF . AIAP: A quality control and integrative analysis package to improve ATAC-seq data analysis. Genomics Proteomics Bioinf. (2021) 19:641–51. doi: 10.1016/j.gpb.2020.06.025, PMID: 34273560 PMC9040017

[26] HeinzS BennerC SpannN BertolinoE LinYC LasloP . Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol Cell. (2010) 38:576–89. doi: 10.1016/j.molcel.2010.05.004, PMID: 20513432 PMC2898526

[27] LiD HsuS PurushothamD SearsRL WangT . WashU epigenome browser update 2019. Nucleic Acids Res. (2019) 47:W158–65. doi: 10.1093/nar/gkz348, PMID: 31165883 PMC6602459

[28] HänninenA MaksimowM AlamC MorganDJ JalkanenS . Ly6C supports preferential homing of central memory CD8+ T cells into lymph nodes. Eur J Immunol. (2011) 41:634–44. doi: 10.1002/eji.201040760, PMID: 21308682

[29] GroomJR LusterAD . CXCR3 in T cell function. In: Experimental Cell Research, vol. 317. Cambridge, Massachusetts (USA): Academic Press Inc (2011). p. 620–31. 10.1016/j.yexcr.2010.12.017PMC306520521376175

[30] MarshallHD ChandeleA JungYW MengH PoholekAC ParishIA . Differential expression of ly6C and T-bet distinguish effector and memory th1 CD4+Cell properties during viral infection. Immunity. (2011) 35:633–46. doi: 10.1016/j.immuni.2011.08.016, PMID: 22018471 PMC3444169

[31] SchaerliP WillimannK LangAB LippM LoetscherP MoserB . CXC chemokine receptor 5 expression defines follicular homing T cells with B cell helper function. Exp Med. (2000) 192:1553–62. doi: 10.1084/jem.192.11.1553, PMID: 11104798 PMC2193097

[32] ShiJ HouS FangQ LiuX LiuX QiH . PD-1 controls follicular T helper cell positioning and function. Immunity. (2018) 49:264–74. doi: 10.1016/j.immuni.2018.06.012, PMID: 30076099 PMC6104813

[33] ScholzJ KuhrauJ HeinrichF HeinzGA HutloffA WormM . Vitamin A controls the allergic response through T follicular helper cell as well as plasmablast differentiation. Allergy. (2021) 76:1109–22. doi: 10.1111/all.14581, PMID: 32895937

[34] PotschC VöhringerD PircherH . Distinct migration patterns of naive and effector CD8 T cells in the spleen: correlation with CCR7 receptor expression and chemokine reactivity. Eur J Immunol. (1999) 29:3562–70. doi: 10.1002/(SICI)1521-4141(199911)29:11<3562::AID-IMMU3562>3.0.CO;2-R, PMID: 10556810

[35] HaynesNM AllenCDC LesleyR AnselKM KilleenN CysterJG . Role of CXCR5 and CCR7 in follicular th cell positioning and appearance of a programmed cell death gene-1 high germinal center-associated subpopulation. J Immunol. (2007) 179:5099–108. doi: 10.4049/jimmunol.179.8.5099, PMID: 17911595

[36] NakahiraM TomuraM IwasakiM AhnHJ BianY HamaokaT . An absolute requirement for STAT4 and a role for IFN-γ as an amplifying factor in IL-12 induction of the functional IL-18 receptor complex. J Immunol. (2001) 167:1306–12. doi: 10.4049/jimmunol.167.3.1306, PMID: 11466347

[37] KroenkeMA EtoD LocciM ChoM DavidsonT HaddadEK . Bcl6 and maf cooperate to instruct human follicular helper CD4 T cell differentiation. J Immunol. (2012) 188:3734–44. doi: 10.4049/jimmunol.1103246, PMID: 22427637 PMC3324673

[38] BauquetAT JinH PatersonAM MitsdoerfferM HoIC SharpeAH . The costimulatory molecule ICOS regulates the expression of c-Maf and IL-21 in the development of follicular T helper cells and TH -17 cells. Nat Immunol. (2009) 10:167–75. doi: 10.1038/ni.1690, PMID: 19098919 PMC2742982

[39] HoIC LoD GlimcherLH . c-maf promotes T helper cell type 2 (Th2) and attenuates th1 differentiation by both interleukin 4-dependent and-independent mechanisms. J Exp Med. (1998) 188:1859–66. doi: 10.1084/jem.188.10.1859, PMID: 9815263 PMC2212398

[40] GiordanoM HeninC MaurizioJ ImbrattaC BourdelyP BuferneM . Molecular profiling of CD8 T cells in autochthonous melanoma identifies Maf as driver of exhaustion. EMBO J. (2015) 34:2042–58. doi: 10.15252/embj.201490786, PMID: 26139534 PMC4551351

[41] YaoC SunHW LaceyNE JiY MosemanEA ShihHY . Single-cell RNA-seq reveals TOX as a key regulator of CD8+ T cell persistence in chronic infection. Nat Immunol. (2019) 20:890–901. doi: 10.1038/s41590-019-0403-4, PMID: 31209400 PMC6588409

[42] KhanO GilesJR McDonaldS ManneS NgiowSF PatelKP . TOX transcriptionally and epigenetically programs CD8+ T cell exhaustion. Nature. (2019) 571:211–8. doi: 10.1038/s41586-019-1325-x, PMID: 31207603 PMC6713202

[43] XuW ZhaoX WangX FengH GouM JinW . The transcription factor tox2 drives T follicular helper cell development via regulating chromatin accessibility. Immunity. (2019) 51:826–839.e5. doi: 10.1016/j.immuni.2019.10.006, PMID: 31732165

[44] HuardB TournierM HercendT TriebelF FaureF . Lymphocyte-activation gene 3/major histocompatibility complex class I1 interaction modulates the antigenic response of CD4+ T lymphocytes. Eur J Immunol. (1994) 24:3216–21. doi: 10.1002/eji.1830241246, PMID: 7805750

[45] HuardB PrigentP TournierM BruniquelD TriebelF . CD4/major histocompatibility complex class II interaction analyzed with CD4-and lymphocyte activation gene-3 (LAG3)-Ig fusion proteins. Eur J Immunol. (1995) 25:2718–21. doi: 10.1002/eji.1830250949, PMID: 7589152

[46] KaoC OestreichKJ PaleyMA CrawfordA AngelosantoJM AliMAA . Transcription factor T-bet represses expression of the inhibitory receptor PD-1 and sustains virus-specific CD8+ T cell responses during chronic infection. Nat Immunol. (2011) 12:663–71. doi: 10.1038/ni.2046, PMID: 21623380 PMC3306165

[47] McLaneLM Abdel-HakeemMS WherryEJ . CD8 T cell exhaustion during chronic viral infection and cancer. Annu Rev Immunol. (2019) 37:457–95. doi: 10.1146/annurev-immunol-041015- 30676822

[48] BrooksDG TeytonL OldstoneMBA McgavernDB . Intrinsic functional dysregulation of CD4 T cells occurs rapidly following persistent viral infection. J Virol. (2005) 79:10514–27. doi: 10.1128/JVI.79.16.10514-10527.2005, PMID: 16051844 PMC1182641

[49] SzaboSJ SullivanBM SternmannC SatoskarAR SleckmanBP GlimcherLH . Distinct effects of T-bet in Th1 lineage commitment and IFN-γ production in CD4 and CD8 T cells. Science. (2002) 295:338–42. doi: 10.1126/science.1065543, PMID: 11786644

[50] HegazyAN PeineM HelmstetterC PanseI FröhlichA BergthalerA . Interferons direct th2 cell reprogramming to generate a stable GATA-3+T-bet+ Cell subset with combined th2 and th1 cell functions. Immunity. (2010) 32:116–28. doi: 10.1016/j.immuni.2009.12.004, PMID: 20079668

[51] PeineM RauschS HelmstetterC FröhlichA HegazyAN KühlAA . Stable T-bet+GATA-3+ Th1/th2 hybrid cells arise *in vivo*, can develop directly from naive precursors, and limit immunopathologic inflammation. PloS Biol. (2013) 11:e1001633. doi: 10.1371/journal.pbio.1001633, PMID: 23976880 PMC3747991

[52] BreitfeldD OhlL KremmerE EllwartJ SallustoF LippM . Follicular B helper T cells express CXC chemokine receptor 5, localize to B cell follicles, and support immunoglobulin production. J Exp Med. (2000) 192:1545–51. doi: 10.1084/jem.192.11.1545, PMID: 11104797 PMC2193094

[53] MoritaR SchmittN BentebibelSE RanganathanR BourderyL ZurawskiG . Human blood CXCR5+CD4+ T cells are counterparts of T follicular cells and contain specific subsets that differentially support antibody secretion. Immunity. (2011) 34:108–21. doi: 10.1016/j.immuni.2010.12.012, PMID: 21215658 PMC3046815

[54] LocciM Havenar-DaughtonC LandaisE WuJ KroenkeMA ArlehamnCL . Human circulating PD-1+CXCR3-CXCR5+ memory Tfh cells are highly functional and correlate with broadly neutralizing HIV antibody responses. Immunity. (2013) 39:758–69. doi: 10.1016/j.immuni.2013.08.031, PMID: 24035365 PMC3996844

[55] TownsendMJ WeinmannAS MatsudaJL SalomonR FarnhamPJ BironCA . T-bet regulates the terminal maturation and homeostasis of NK and V14i NKT cells function. Immunity. (2004) 20:477–94. doi: 10.1016/S1074-7613(04)00076-7, PMID: 15084276

[56] SullivanBM JuedesA SzaboSJ Von HerrathM GlimcherLH . Antigen-driven effector CD8 T cell function regulated by T-bet. PNAS. (2003) 100:15818–23. doi: 10.1073/pnas.2636938100, PMID: 14673093 PMC307651

[57] CrawfordA AngelosantoJM KaoC DoeringTA OdoizziP BarnettBE . Molecular and transcriptional basis of CD4+ T cell dysfunction during chronic infection. Immunity. (2014) 40:289–302. doi: 10.1016/j.immuni.2014.01.005, PMID: 24530057 PMC3990591

# Supplementary material for: Stable characteristics of intrapopulation heterogeneity in virus-specific Th1 cells during chronic viral challenge infection
**Source:** Front Immunol. 2025 Dec 19;16:1716422. doi: 10.3389/fimmu.2025.1716422
**Supplement:** Supplementary file 1

|                     | symbol  | High_S1 | High_S2 | High_S3 | Low_S1  | Low_S2  | Low_S3  | Mock_S1 | Mock_S2 |
|---------------------|---------|---------|---------|---------|---------|---------|---------|---------|---------|
| ENSMUSG00000001444  | Tbx21   | 35949,3 | 36798   | 31585,8 | 16397,8 | 19334   | 17530,8 | 28949   | 25348,2 |
| ENSMUSG000000055170 | Ifng    | 17384,8 | 11637,5 | 12644   | 9595,4  | 6535,1  | 7911,9  | 15594,2 | 11631,6 |
| ENSMUSG000000050232 | Cxcr3   | 38748   | 43725,5 | 35560,7 | 34561,2 | 39603,4 | 34371,5 | 38054   | 36867,3 |
| ENSMUSG000000079018 | Ly6c1   | 303,8   | 331,1   | 246,3   | 158,6   | 217,2   | 225,4   | 252,5   | 222,9   |
| ENSMUSG000000022584 | Ly6c2   | 70750,1 | 77631,1 | 58948,4 | 27235,7 | 27361,7 | 24298,5 | 54812,8 | 51654,3 |
| ENSMUSG000000026068 | Il18rap | 35771,6 | 34606,8 | 32482,4 | 15885,5 | 17588,2 | 13348,6 | 26490,2 | 25973,9 |
| ENSMUSG000000026070 | Il18r1  | 13974,3 | 14154   | 11268,5 | 7741,2  | 7708,8  | 7096,7  | 10669,5 | 10660,9 |
| ENSMUSG000000020009 | Ifngr1  | 21046,5 | 23175   | 20124,6 | 9447,6  | 9929,2  | 10768,1 | 16600,6 | 15737,4 |
| ENSMUSG000000038151 | Prdm1   | 2494,9  | 2667,1  | 2670,4  | 783,8   | 936,5   | 947,7   | 1747,4  | 1725    |
| ENSMUSG000000020644 | Id2     | 78966,5 | 69786,1 | 58038,2 | 28258,6 | 26076,7 | 27273,9 | 48474,5 | 50605,4 |
| ENSMUSG000000062939 | Stat4   | 9890,7  | 11163,9 | 8456,9  | 8164,9  | 8833,8  | 7823,1  | 8419,5  | 8737,6  |
| ENSMUSG000000000791 | Il12rb1 | 3011    | 3181    | 3770,4  | 2354,1  | 3054,1  | 3078,2  | 2936,7  | 2973,3  |
| ENSMUSG000000018341 | Il12rb2 | 2428,4  | 2739,5  | 2591,5  | 1249,6  | 1648,3  | 1521    | 2074,2  | 2069    |
| ENSMUSG000000026770 | Il2ra   | 465,1   | 669,1   | 682,4   | 193,5   | 263,8   | 322,5   | 341     | 456,4   |
| ENSMUSG000000048163 | Selplg  | 79976,2 | 94097   | 79163,5 | 42548,8 | 50649,1 | 49210,7 | 67623,7 | 65647,4 |
| ENSMUSG000000037944 | Ccr7    | 1365,2  | 1423,2  | 1137,1  | 10429,4 | 10331,7 | 8746,9  | 4946    | 4949    |
| ENSMUSG000000015437 | Gzmb    | 12617,7 | 10035   | 10677,5 | 2416,8  | 2528,6  | 3348,1  | 7718,6  | 6629    |
| ENSMUSG000000048521 | Cxcr6   | 67449,1 | 61385,9 | 54938,5 | 20347,3 | 20353,1 | 22622,8 | 46038,1 | 41866,7 |
| ENSMUSG000000049103 | Ccr2    | 34452,1 | 28807   | 27907,8 | 10185,7 | 9352,9  | 10685,8 | 21716,5 | 21309,9 |
| ENSMUSG000000079227 | Ccr5    | 2925,5  | 2526,8  | 2081,4  | 596,6   | 549,8   | 566     | 1568    | 1403,6  |
|                     |         |         |         |         |         |         |         |         |         |
| ENSMUSG000000022508 | Bcl6    | 453,1   | 367,9   | 618,2   | 1103,6  | 1174,8  | 1284,1  | 791,7   | 692,2   |
| ENSMUSG000000027718 | Il21    | 44,9    | 26,4    | 61,3    | 311,7   | 257,4   | 440,1   | 135,7   | 121,1   |
| ENSMUSG000000047880 | Cxcr5   | 420,3   | 533,4   | 491,6   | 4426    | 4573,2  | 4194,5  | 1968    | 2035,7  |
| ENSMUSG000000000782 | Tcf7    | 46120,5 | 44362,4 | 43673,9 | 89416   | 91564   | 91147,8 | 65318,2 | 64930,6 |
| ENSMUSG000000041272 | Tox     | 2478,5  | 2736,1  | 2010,3  | 5681,8  | 5149,4  | 4988,4  | 3503    | 3142,5  |
| ENSMUSG000000074607 | Tox2    | 30,2    | 52,9    | 73      | 1144,8  | 1425,9  | 1684,7  | 539,2   | 520,7   |
| ENSMUSG000000055435 | Maf     | 3442,4  | 3722,4  | 3281,7  | 2664    | 2566,8  | 2410,3  | 2857,6  | 3061,1  |
| ENSMUSG000000007872 | Id3     | 709,4   | 425,4   | 529,6   | 6601,8  | 4040,3  | 4869,9  | 2832,8  | 1971,5  |
| ENSMUSG000000026009 | Icos    | 16140,4 | 18059,3 | 12411,4 | 21931   | 20919,8 | 19705   | 18202,9 | 17734,5 |
| ENSMUSG000000027947 | Il6ra   | 987,3   | 1054,2  | 1382,4  | 4435,8  | 4835,9  | 4517    | 2478,9  | 2550    |
| ENSMUSG000000030745 | Il21r   | 6965,1  | 8295,6  | 7639,2  | 10284,3 | 11923,9 | 10338,7 | 9108,5  | 10035,1 |
| ENSMUSG000000026285 | Pdcd1   | 2987,7  | 3235    | 2387,1  | 4125    | 4404,7  | 4028,4  | 3529    | 3227,2  |
| ENSMUSG000000031132 | Cd40lg  | 12478,8 | 12018,1 | 9179,3  | 10888   | 10074,3 | 9027,4  | 11530,8 | 10820,5 |
| ENSMUSG000000029075 | Tnfrsf4 | 1195,2  | 1399,1  | 1594,6  | 1770,9  | 1948,1  | 2433,3  | 1543,3  | 1788,2  |
| ENSMUSG000000004040 | Stat3   | 15641,6 | 16941,8 | 16746,4 | 16275,1 | 19972,8 | 17312,8 | 15800,7 | 17732,4 |
| ENSMUSG000000027985 | Lef1    | 11400   | 13332,1 | 10270,6 | 13652,3 | 16393,3 | 13194   | 11678,3 | 12735,2 |
| ENSMUSG000000021756 | Il6st   | 1045,9  | 1202,5  | 1724,1  | 5375,5  | 5501,1  | 6317,7  | 2789,2  | 2721,5  |
| ENSMUSG000000022661 | Cd200   | 317,6   | 252,9   | 209,3   | 1210,2  | 1067,8  | 1245,4  | 593,5   | 646,1   |
| ENSMUSG000000021356 | Irf4    | 364,2   | 389,7   | 457,6   | 610     | 586,9   | 637,5   | 580,5   | 470,4   |

# Supplementary material for: Stable characteristics of intrapopulation heterogeneity in virus-specific Th1 cells during chronic viral challenge infection
**Source:** Front Immunol. 2025 Dec 19;16:1716422. doi: 10.3389/fimmu.2025.1716422
**Supplement:** Supplementary file 2

## *Supplementary Material*

### **1 Supplementary Figures**

- 1.1 Supplementary Figure 1: Phenotypic features of antiviral T-bet<sup>+</sup> primary effector T cells
- 1.2 Supplementary Figure 2: Th1 characteristics of the progeny of antiviral T-bet reporter-sorted CD4<sup>+</sup> T cells after LCMV Clone 13 challenge
- 1.3 Supplementary Figure 3: Phenotypic markers of exhaustion assessed in the progeny of antiviral T-bet reporter-sorted CD4<sup>+</sup> T cells after LCMV Clone 13 challenge

### **2 Supplementary Methods**

- 2.1 Antibody list

# 1 Supplementary Figures

## 1.1 Supplementary Figure 1: Phenotypic features of antiviral T-bet<sup>+</sup> primary effector T cells

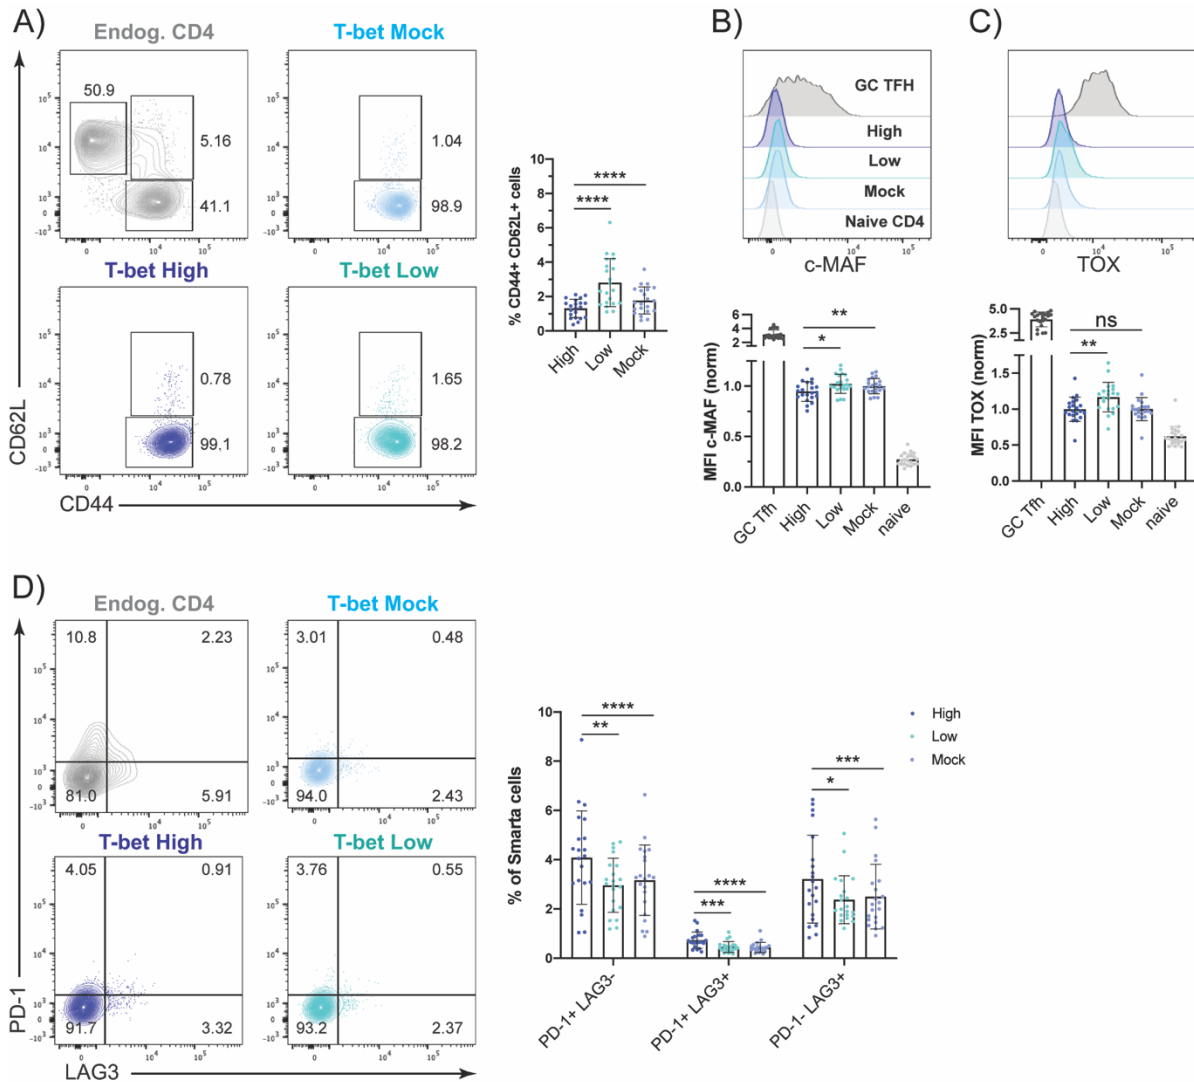

**Supplementary Figure 1.** Naïve Smarta CD4<sup>+</sup> T cells from T-bet ZsGreen donors (Thy1.1<sup>+</sup>) were transferred into T-bet ZsGreen recipients (Thy1.2<sup>+</sup>). Recipient mice were infected with LCMV Arm (200pfu). On day 10 p.i. the cells were harvested from the spleen and lymph nodes. T-bet ZsGreen<sup>+</sup> Smarta cells were electronically gated (egated) according to their T-bet reporter expression levels into T-bet<sup>high</sup> or T-bet<sup>low</sup> fractions, and all T-bet reporter positive cells (T-bet<sup>mock</sup>) served as controls. (A) Representative gating of CD44 and CD62L of endogenous CD4<sup>+</sup> T cells (grey) or the T-bet reporter sorted Smarta cells (shades of blue). Pooled CD44<sup>+</sup>CD62L<sup>+</sup> frequencies of Smarta cells. (B) Representative histogram of c-MAF expression (grey = naïve endog. CD4<sup>+</sup> T cells, dark grey = endogenous effector GC Tfh (PD-1<sup>+</sup>CXCR5<sup>+</sup>) cells). Pooled and normalized c-MAF MFI of each egated fraction. (C) Representative histogram of TOX (grey = naïve endog. CD4<sup>+</sup> T cells, dark grey = endogenous effector GC Tfh (PD-1<sup>+</sup>CXCR5<sup>+</sup>) cells). Pooled and normalized TOX MFI of each egated fraction. (D) Representative gating of PD-1 and LAG3 of endogenous CD4<sup>+</sup> T cells (grey) or the egated fractions of Smarta cells (shades of blue). Pooled frequencies of different subsets. Data are

presented as mean  $\pm$  SD. Each dot represents isolated Smarta T cells or endogenous CD4 T cells (grey) from one individual recipient. 5 independent experiments were pooled (n=4-5 mice/experiment). For MFI comparison, MFI of T-bet<sup>High</sup>, T-bet<sup>Low</sup>, endogenous GC Tfh or naïve CD4 T cells were normalized to the corresponding T-bet<sup>Mock</sup> sample. Statistical significance was determined by paired T-test or Wilcoxon test comparing T-bet low or mock to high Smarta cell fraction, statistical comparison to endogenous cells was not performed. p\* <0.05, p\*\*< 0.01, p\*\*\*< 0.001, p\*\*\*\*< 0.0001, ns = not significant.

## 1.2 Supplementary Figure 2: Th1 characteristics of the progeny of antiviral T-bet reporter-sorted CD4<sup>+</sup> T cells after LCMV Clone 13 challenge

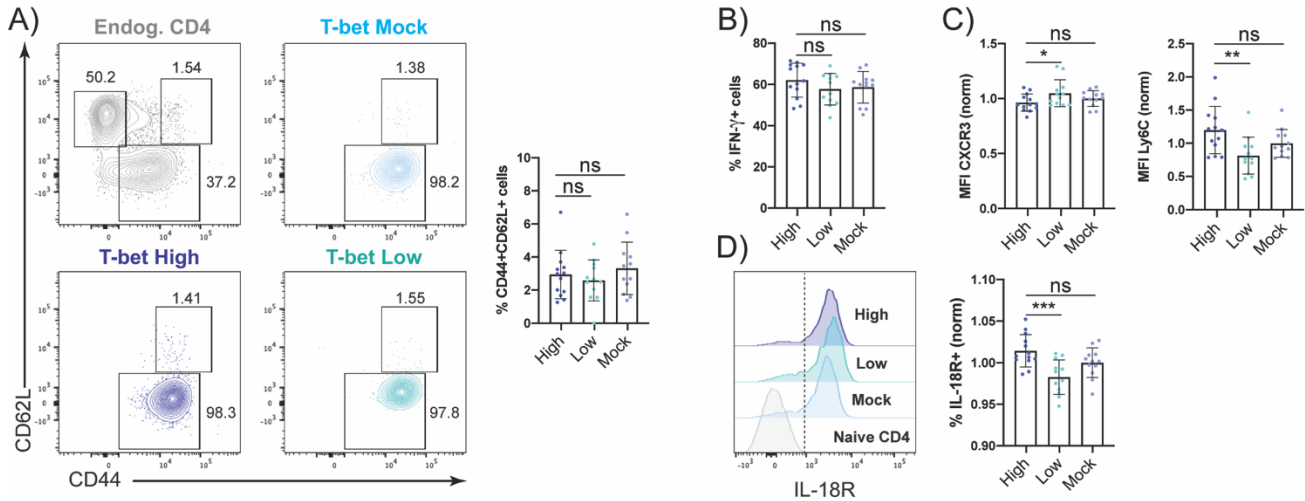

**Supplementary Figure 2.** Ten days p.i. with LCMV Arm, T-bet<sup>High</sup>, T-bet<sup>Low</sup> and T-bet<sup>Mock</sup> sorted Smarta cells (Thy1.1<sup>+</sup>) were transferred into individual naïve T-bet ZsGreen recipients (Thy1.2<sup>+</sup>). Two weeks post transfer, the recipients were infected with high dose LCMV Clone 13 ( $\geq 2 \times 10^6$  pfu) and 7 days post infection, the transferred cells were isolated from spleen and their phenotype was analyzed with flow cytometry. (A) Representative gating of CD44 and CD62L of endogenous CD4<sup>+</sup> T cells (grey) or Smarta cells (shades of blue). Pooled frequency of CD44<sup>+</sup>CD62L<sup>+</sup> Smarta cells. (B) Pooled frequencies of IFN- $\gamma$ <sup>+</sup> Smarta CD4<sup>+</sup> T cells after GP64-restimulation *ex vivo*. (C) Normalized and pooled MFI of CXCR3 and Ly6C of Smarta CD4<sup>+</sup> T cells. (D) Representative histogram of IL-18R expression of Smarta CD4<sup>+</sup> T cells (shades of blue) or naïve endogenous CD4<sup>+</sup> T cells (grey). Normalized and pooled frequencies of IL-18R<sup>+</sup> Smarta CD4<sup>+</sup> T cells. Data are presented as mean  $\pm$  SD. Each dot represents isolated Smarta T cells from one individual recipient. 3 independent experiments were pooled (n=4-5 mice/fraction/experiment). For MFI or IL-18R<sup>+</sup> % comparison, MFI or frequencies of T-bet<sup>High</sup> or T-bet<sup>Low</sup> cells were normalized to the average of T-bet<sup>Mock</sup> samples in each experiment. Statistical significance was determined by unpaired T-test or Mann-Whitney test comparing T-bet low or mock to high fraction.  $p^* < 0.05$ ,  $p^{**} < 0.01$ ,  $p^{***} < 0.001$ , ns = not significant.

### 1.3 Supplementary Figure 3: Phenotypic markers of exhaustion assessed in the progeny of antiviral T-bet reporter-sorted CD4<sup>+</sup> T cells after LCMV Clone 13 challenge

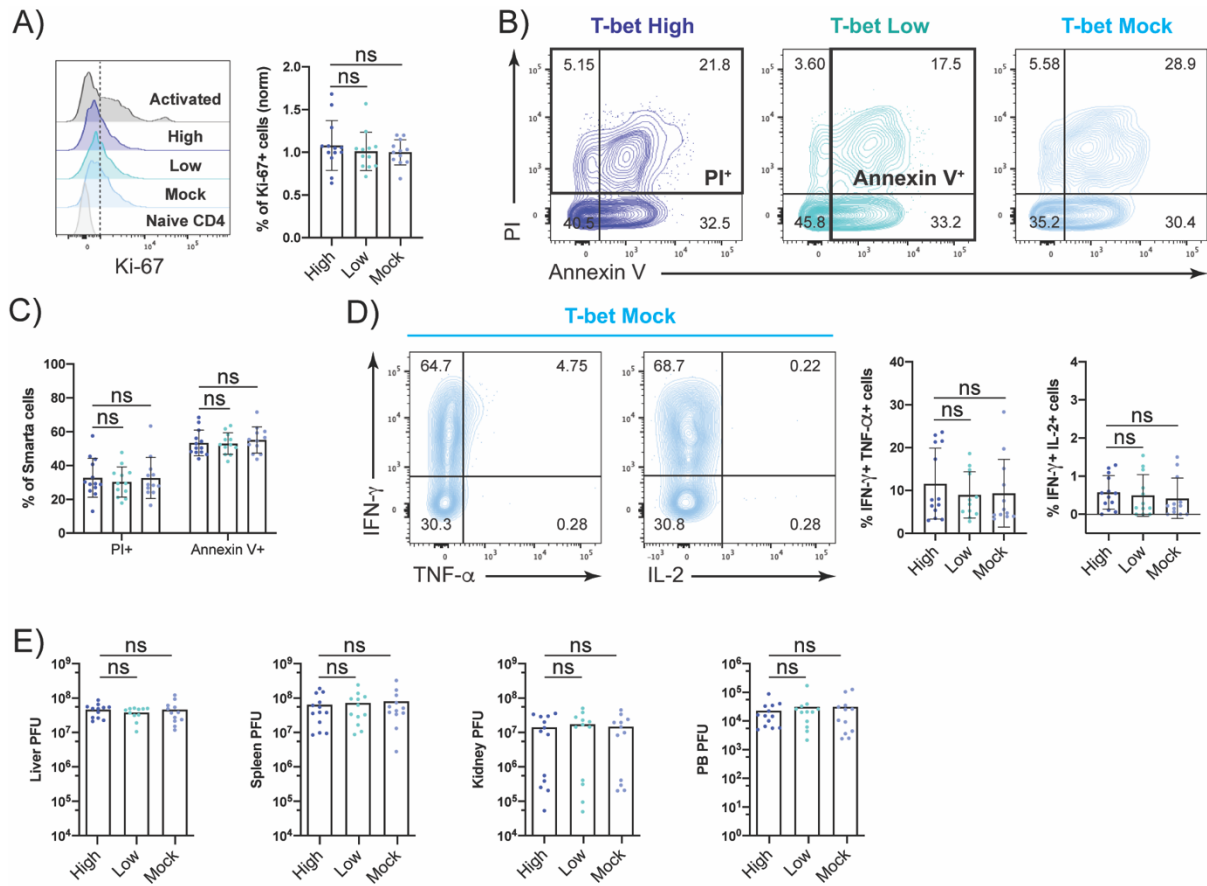

**Supplementary Figure 3.** Ten days p.i. with LCMV Arm, T-bet<sup>High</sup>, T-bet<sup>Low</sup> and T-bet<sup>Mock</sup> sorted Smarta cells (Thy1.1<sup>+</sup>) were transferred into individual naïve T-bet ZsGreen recipients (Thy1.2<sup>+</sup>). Two weeks post transfer, the recipients were infected with high dose LCMV Clone 13 ( $\geq 2 \times 10^6$  pfu) and 7 days post infection, the transferred cells were isolated from spleen and their phenotype was analyzed with flow cytometry. (A) Representative histogram of Ki-67 expression of Smarta CD4<sup>+</sup> T cells (shades of blue) or endogenous naïve (light grey) or activated (dark grey) CD4<sup>+</sup> T cells. Normalized and pooled frequencies of Ki-67<sup>+</sup> Smarta CD4<sup>+</sup> T cells. (B) Representative gating of Annexin V and PI of Smarta CD4<sup>+</sup> T cells. (C) Pooled frequencies of dead (PI<sup>+</sup>) or apoptotic (AnnexinV<sup>+</sup>) Smarta cells. (D) Representative gating of IFN- $\gamma$  and TNF- $\alpha$  or IL-2 coexpression of T-bet<sup>Mock</sup> Smarta CD4<sup>+</sup> T cells after GP64-restimulation *ex vivo*. Pooled frequencies of IFN- $\gamma$ <sup>+</sup>TNF- $\alpha$ <sup>+</sup> and IFN- $\gamma$ <sup>+</sup>IL-2<sup>+</sup> Smarta cells. (E) Pooled viral titers (plaque forming units, PFU) of liver, spleen, kidney and peripheral blood (PB). Data are presented as mean  $\pm$  SD. Each dot represents isolated Smarta CD4<sup>+</sup> T cells from one individual recipient. 3 independent experiments were pooled (n=4-5 mice/fraction/experiment). For comparison of Ki-67<sup>+</sup> cell frequencies, frequencies of T-bet<sup>High</sup> or T-bet<sup>Low</sup> cells were normalized to the average of T-bet<sup>Mock</sup> samples in each experiment. Statistical significance was determined by unpaired T-test or Mann-Whitney test comparing T-bet low or mock to high fraction. ns = not significant.

## 2 Supplementary Methods

### 2.1 Antibody list

| Target       | Conjugate | Clone     | Company     | Cat. Number | RRID        |
|--------------|-----------|-----------|-------------|-------------|-------------|
| Bcl6         | A647      | K112-91   | BD          | 561525      | AB_10898007 |
| IL-18Ra      | A647      | A17071D   | BioLegend   | 157907      | AB_2860736  |
| Ki-67        | A647      | B56       | BD          | 561126      | AB_10611874 |
| T-bet        | AF488     | 4B10      | Biolegend   | 644829      | AB_2566018  |
| Thy1.1       | AF700     | OX-7      | Biolegend   | 202527      | AB_1626244  |
| Annexin V    | APC       | -         | BD          | 550475      | AB_2868885  |
| LAG3         | APC       | C9B7W     | eBioscience | 17-2231-80  | AB_2573183  |
| PD-1         | APC       | J34       | eBioscience | 17-9985-80  | AB_11149860 |
| TNF          | APC       | MP6-XT22  | BD          | 561062      | AB_398553   |
| Thy1.2       | APC-Cy5   | Ho13      | In House    |             |             |
| CD4          | APC-Cy7   | GK1.5     | BD          | 565650      | AB_2739324  |
| CD44         | APC-Cy7   | IM7       | BioLegend   | 103027      | AB_830784   |
| CXCR5        | Biotin    | L138D7    | BioLegend   | 145509      | AB_2562125  |
| CD8          | Biotin    | 53-6.7    | In House    |             |             |
| CD11b        | Biotin    | M1/70     | BD          | 553309      | AB_394773   |
| CD11c        | Biotin    | HL3       | BD          | 553800      | AB_395059   |
| CD25         | Biotin    | 7D4       | In House    |             |             |
| Gr-1         | Biotin    | RB6-8C5   | BD          | 553125      | AB_394641   |
| CD19         | Biotin    | 1D3       | In House    |             |             |
| CXCR3        | Biotin    | CXCR3-173 | eBioscience | 13-1831-82  | AB_1210592  |
| NK1.1        | Biotin    | PK136     | BD          | 553163      | AB_394675   |
| T-bet        | BV421     | 4B10      | Biolegend   | 644832      | AB_2686976  |
| Tcf1/Tcf7    | BV421     | S22-966   | BD          | 566692      | AB_2869822  |
| CD62L        | BV605     | Mel-14    | Biolegend   | 104437      | AB_11125577 |
| CD4          | BV650     | RM4-5     | BioLegend   | 100545      | AB_11126142 |
| PD-1         | BV785     | 29F.1A12  | Biolegend   | 135225      | AB_2563680  |
| IFN $\gamma$ | eFluor450 | XMG1.2    | eBioscience | 48-7311-80  | AB_1834367  |
| CXCR3        | PB        | CXCR3-173 | Biolegend   | 126529      | AB_2563100  |
| Thy1.1       | PB        | OX-7      | In House    |             |             |
| CD4          | PE        | GK1.5     | BD          | 553730      | AB_396634   |
| LAG3         | PE        | C9B7W     | Biolegend   | 125207      | AB_2133344  |
| Tox          | PE        | TXRX10    | eBioscience | 12-6502-82  | AB_10855034 |
| PD-1         | PE        | J43       | eBioscience | 12-9985-81  | AB_466294   |

|               |           |           |             |             |            |
|---------------|-----------|-----------|-------------|-------------|------------|
| CD4           | PE-Cy7    | RM4-5     | BD          | 552775      | AB_394461  |
| CD62L         | PE-Cy7    | MEL-14    | eBioscience | 25-0621-82  | AB_469633  |
| IL2           | PE-Cy7    | JES6-5H4  | eBioscience | 25-7021-82  | AB_1235004 |
| Ly6C          | PE-Cy7    | HK1.4     | eBioscience | 25-5932-82  | AB_2573503 |
| CXCR5         | PE-Vio770 | REA215    | Miltenyi    | 130-117-366 | AB_2733206 |
| c-Maf         | PerCP     | sym0F1    | eBioscience | 46-9855-42  | AB_2573908 |
| CXCR3         | PerCP     | CXCR3-173 | eBioscience | 45-1831-82  | AB_1210699 |
| Ly6C          | PerCP     | HK1.4     | eBioscience | 45-5932-82  | AB_2723343 |
| Streptavidin  | PerCP     | -         | BD          | 554064      | AB_2336918 |
| Thy1.1 (OX-7) | PerCP     | OX-7      | BD          | 557266      | AB_396611  |
| CD8           | V500      | 53-6.7    | BD          | 560776      | AB_1937317 |

How the deposited data were processed for this re-analysis (not part of the article)

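Virus-specific Smarta CD4+ T cells with a T-bet ZsGreen reporter were sorted on day 10 after infection with 200 PFU of LCMV Armstrong into T-bet High and T-bet Low cells, and 10 samples were analysed here, 3 of each gate by RNA sequencing and 2 of each gate by ATAC sequencing. The paper's mock-sorted cells were not analysed here. According to the paper, 200000 naive cells were transferred per recipient, the cells of 4 to 5 mice were pooled per sort, and each gate comprised about 15 to 20% of the transferred cells. The paper gives a read length of 76 nt and the sample descriptions 75 nt.

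For RNA, the authors controlled read quality with Trimmomatic, mapped the reads to mm39 with Hisat2 at default settings and deposited raw fragment counts from featureCounts for each gene of GENCODE M27 and each library, without normalization. Strand was not used and no option for reads mapping to several places was set, so copies of gene families (immunoglobulin V segments, Klra and Ly6c genes, hemoglobins) and overlapping genes are uncertain. For ATAC, the authors mapped the reads to mm10, processed them with the AIAP pipeline and deposited the counts of reads in each of 102342 peaks of a common list. The sample descriptions name a normalization to a fixed number of reads, but the values are whole numbers whose totals differ 2.94 times between libraries, so they were taken as counts. The header of 1 ATAC column carries another library number than the description of its sample, and the column was taken by its gate and its index in the sequencing run. The columns not used number 0 in both tables, and no 2 libraries held identical values.

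RNA totals lay between 35685449 and 49396855 counts per library (median 43458986), and ATAC totals between 26101771 and 76769864 reads (median 40732097). At these depths a count of 0 allows up to 3 counts per library, which was the floor for genes with no count in a gate. Reads without molecular identifiers are not independent molecules, so floors and intervals cover counting error only. Of the gene identifiers, 54749 (98.9%) matched a symbol in GENCODE M39, which also gave the GRCm39 coordinates of genes. Start sites for peaks came from the RefSeq genes of GRCm38, with the strand from GENCODE M39, and 40305 genes had one. A promoter peak lay within 1000 bp of a start site, which held for 16722 peaks, and a locus was the gene with 10000 bp on each side.

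Counts were compared between gates with edgeR 4.0.16 in R 4.3.3 (TMM scaling, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjustment), with the group as the only term. Genes were called at an adjusted p under 0.05 and a log2 fold change above 1 or below -1, and peaks at an adjusted p under 0.01, both limits from the paper. CPM are counts relative to the TMM-scaled library total (edgeR's cpm function), and log2 CPM for correlations used a prior count of 2. DESeq2 1.42.0, which the paper names for RNA, and limma 3.58.1 were alternatives. Further alternatives were median-ratio size factors, library size alone, no filter or a minimum of 10 counts in every library, the replicate number as a blocking factor, glmTreat, other limits, and each library left out in turn. Where leaving out a library left 1 ATAC sample in a gate, the fit took the spread from the other gate. Tables were handled with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6 and plots drawn with matplotlib 3.10.9.

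On simulated counts for the 15947 genes with 200 changed genes, edgeR without pairing recovered 200 with 3 other calls, DESeq2 200 with 5 and edgeR with the blocking factor 200 with 3. For the 102158 peaks with unpaired libraries and 200 changed peaks, edgeR recovered 83 with 1 other call and DESeq2 97 with 12. With paired libraries, edgeR without the blocking factor recovered 0, with it 191, and DESeq2 without it 99. Of 200 simulated lists of 20 unchanged genes, camera gave a p under 0.05 for 2%. The simulated genes were drawn independently, so this share does not check camera on lists of correlated genes.

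The replicate numbers pair the libraries. The methods state that cells of each pool were sorted into both gates, and the legend of Figure 2 gives 1 sample per fraction and experiment. In RNA, deviations from the gate mean correlated across genes by 0.211, 0.187 and 0.254 between T-bet High and T-bet Low libraries of the same number, and by -0.163 to -0.0383 between those of different numbers. In ATAC the correlation was 0.81 for the same number. The sample descriptions number the ATAC libraries 2 and 3 where the titles have 1 and 2, and the numbers of the titles were used.

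The genes named in the text followed a rule set before the data were examined: every gene the paper names in its results or discussion of these data, every gene labelled in Fig. 2C or listed in Supplementary Table 1, and the 10 largest log2 fold changes in each direction among called genes with a mean of at least 1 CPM and the same direction in the 3 pairs. For peaks they were the promoter peaks of *Cxcr5*, *Tox2*, *Gzmb*, *Prf1*, *Tbx21* and *Ifng* and the 5 lowest p in each direction. The values of Supplementary Table 1 and Figure 2 were seen before this rule was set. Gene lists of B cells, plasma cells, natural killer cells, cytotoxic effector cells, CD8 T cells, myeloid and erythroid cells, Th2, Th17 and regulatory T cells, naive and central memory cells, inhibitory receptors, proliferation, interferon response and sex were written at the same stage, and a further list each for plasma cells and natural killer cells was written after the first lists had been tested, and for the plasma cell list before its own values were seen. Lists were tested with camera, with a preset correlation of 0.01, and with fry. The gene set of Fig. 2D was not used here, so the enrichment in Fig. 2D was not repeated. Results for some single genes of the lists are not reported here. Peaks were thinned to the depth of the shallowest library by random sampling with a fixed seed.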

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

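Of the tests in this part, the further plasma cell list was fixed before its result was seen. The tests on single-copy plasma cell genes, on the scaling of the plasma cell, natural killer and Th17 lists, on T-bet Low replicate 3 alone, on natural killer cells, and on B-lineage cells as a source of the Th17 pattern were chosen only after the result was seen.

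Immunoglobulin genes, which the paper does not discuss, were higher in T-bet Low libraries. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 135 of 139 immunoglobulin genes tested were called higher in T-bet Low and 0 higher in T-bet High cells, among them 124 V, D or J segments and 11 genes with no count in any T-bet High library. All immunoglobulin genes together took 0.324%, 0.318% and 0.803% of the counts in T-bet Low replicates 1, 2 and 3, against 0.0604 to 0.0651% in the T-bet High libraries. Most of the T-bet High share was *Ighm*, which was not called, and without it the shares were 0.247%, 0.234% and 0.723% against 0.00317 to 0.00786%. The plasma cell list had a median log2 fold change of -6.66, with 9 of 10 genes called (10 when adjusted over the list alone). The B cell list had a median of -1.67, with 9 of 16 genes called (13 when adjusted over the list alone), and all 16 were higher in T-bet Low cells. The further plasma cell list had a median of -2.36, with 4 of 7 tested genes called (*Pou2af1*, *Fkbp11*, *Eaf2* and *Slpi*). By camera, the adjusted p over all lists was 1.09e-11, 3.53e-08 and 0.0697 for these lists, and by fry 0.00263, 0.0336 and 0.0398. With each library left out, the medians ranged from -6.91 to -5.92, from -2.09 to -1.04 and from -2.60 to -1.67, and in each case the value nearest 0 was the one without T-bet Low replicate 3, which for the B cell list was -1.04.

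Reads shared between near-identical V segments were excluded as the whole cause, since *Jchain* and *Mzb1*, which hold no V segment, had log2 fold changes of -7.65 and -5.48. *Jchain* had 24 to 58 counts in T-bet High and 3527 to 15145 counts in T-bet Low libraries, and *Ighg2c* 45 to 386 and 19984 to 92742. The choice among TMM, median-ratio and library size scaling was excluded as well, as the median of the plasma cell list nearest 0 was -6.66. Against TMM, the other scalings shift the median of all genes by only -0.00161 and -0.0376. The comparison therefore cannot decide on a scaling error common to them. T-bet Low replicate 3 alone was excluded by the median of -5.92 without it. What stays open is that antibody-secreting and other B-lineage cells, or RNA released from them, were carried along in the T-bet Low sort. The median of -2.36 of the further plasma cell list is consistent with that, although *Txndc5*, *Ell2* and *Cd38* of this list, with 265 or more counts in every library, were not lower in T-bet High cells. The paper's methods state that the T-bet Low gate started at the border of reporter positivity and that the recipients carried the reporter too. A biological difference, such as immunoglobulin transcripts inside the T cells, was not tested.

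Genes of natural killer receptors were higher in T-bet High cells. The natural killer list had a median log2 fold change of 1.86, and in edgeR's test 5 of its 7 tested genes were called (*Klrk1*, *Klrd1*, *Klre1*, *Klra4* and *Klrc2*), also when adjusted over the list alone. *Klre1* is labelled in Fig. 2C. *Klra4* had no count in any T-bet Low library, at least 6.05-fold fewer than in T-bet High libraries, and the median stayed 1.86 with *Klra4* at that bound. The adjusted p over all lists was 9.16e-09 by camera and 0.000164 by fry, and the median ranged from 1.76 to 1.93 with each library left out. Natural killer cells in the T-bet High sort were excluded as the cause. The further natural killer list had a median of 0.60 with 0 of 6 tested genes called by edgeR (3 of them at an adjusted p under 0.05 without a fold limit), *Ncr1* had at most 3 counts in any library, and *Tyrobp* and *Fcer1g*, with a mean of 1.91 and 1.37 CPM in T-bet High and 1.63 and 1.15 CPM in T-bet Low libraries, were not significantly higher, while *Klrk1* had 142 and 39.1 CPM. The choice among TMM, median-ratio and library size scaling was excluded by a median of 1.82 at its lowest. As these scalings differ little for all genes, a scaling error common to them was not tested. Reads shared among near-identical Klra genes stay open for *Klra4*. For the other genes, a candidate explanation is that T-bet High cells themselves express these receptors, a hypothesis found and tested on the same libraries.

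In the Th17 list, 3 genes were tested. Of these, *Ccr6* (log2 fold change -2.38, adjusted p = 0.00144 in edgeR's test) and *Il23r* (-3.49, adjusted p = 2.97e-04) were called higher in T-bet Low cells. Both were also called when adjusted over the list alone. The median of the list, -2.38, is the value of *Ccr6*. *Il17a* had 0 counts in all libraries and *Il17f* 2 to 7 per library. The adjusted p over all lists was 0.0327 by camera and 0.0104 by fry. The median lay between -2.67 and -2.07 with each library left out and at -1.18 with at least 10 counts required in every library, which removes *Il23r*. With DESeq2 it was -1.81, and without a filter on low counts -1.80. The ratio of T-bet Low replicate 3 to the mean of T-bet Low replicates 1 and 2 had a median of 0.941 for *Ccr6* and *Il23r*, while it ranged from 1.63 to 3.19 for the called B cell genes, from 1.86 to 4.13 for the called plasma cell genes and from 1.25 to 3.30 for the called genes of the further plasma cell list. As this rests on 1 library and 2 genes of low counts, B-lineage cells in the T-bet Low sort cannot be told apart from other sources. The choice among TMM, median-ratio and library size scaling was excluded by a median of -2.38 at its nearest to 0. Here too, a scaling error common to them was not tested. T cells of other origin were not tested for these genes, and a difference between the T cells of both gates stays open.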

How the results depend on the processing

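Most alternatives were set in advance. Chosen only after the data were seen were DESeq2 and quantile-normalized limma with the replicate block, limma on TMM-scaled values, the peak values taken as already normalized, DESeq2 at an adjusted p under 0.05 for peaks, the immunoglobulin genes left out, counts per kilobase of exon, and, for the comparison of RNA with ATAC, the replicate block, library size scaling and each library left out. Of 100 alternatives to the 9 summary results, 74 left the result within its limits, 26 moved it and 0 reversed it.

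For RNA, the count of 879 differentially expressed genes ranged from 596 (log2 fold limit of 1.5) and 599 (at least 10 counts in every library) to 1164 (no filter) across the other settings, and from 712 to 975 with each library left out. It moved by more than 1.5 times only under glmTreat, which called 354 genes with and without a fold limit because it tests against that limit. DESeq2 called 976 genes, 839 of them among the 879. The replicate block gave 992, of which 863 were among the 879. Without a fold limit, the count of 1773 rose to 2666 with the block and ranged from 1176 (without T-bet Low replicate 2) to 2318 with each library left out, and the cause was not tested. The share higher in T-bet Low cells was 60.8%, 74.9% under glmTreat and 53.8% with the 139 immunoglobulin genes left out (755 genes, 349 higher in T-bet High and 406 in T-bet Low cells). Median-ratio factors shifted the median log2 fold change of all genes by -0.00161 and library size alone by -0.0376. The Th1 median ranged from 0.97 to 1.08 and the Tfh median from -1.05 to -1.00 with each library left out, and both lists stayed significant in all alternatives.

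The gap between the mean correlations within and between gates was 0.0242, and 0.00590 with variance-stabilized counts and 0.00695 over all genes with a count, and the cause was not tested. The median percentile of Th1-associated genes moved from 94.5 to 95.5 per kilobase of exon, which divides long genes by their length.

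Of 871 alternatives to the 68 named genes, 861 kept the call, and none changed the sign. Glmtreat no longer called 8 genes (*Bcl6*, *Id2*, *Ifngr1*, *Igkv3-5*, *Il18rap*, *Il2ra*, *Tcf7* and *Tox*), as it tests against the limit, and *Tbx21* passed the fold limit without T-bet High replicate 3 and without T-bet Low replicate 2. Requiring 10 counts in every library left 55 of the 68 genes.

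For ATAC, edgeR without pairing called 0 peaks (5625 at an unadjusted p under 0.05), and also 0 with median-ratio factors, with library size alone, without a filter, on unscaled values and at an adjusted p under 0.05. Limma on TMM-scaled values called 0 as well. The count was 293 with DESeq2, 569 with DESeq2 at an adjusted p under 0.05, 1889 with quantile-normalized limma, 10998 with the replicate block, 3269 with DESeq2 and the block and 10109 with quantile-normalized limma and the block. It ranged from 3 to 133 with each library left out. Simulated paired libraries gave 0 of 200 changed peaks without and 191 with the block, and why the real counts differ between settings was examined only for signal to background. For the other settings the cause was not tested. The median log2 fold change of all peaks was -0.45 on unscaled values. Of the 8 promoter peaks of 6 genes, 0 were called by edgeR without pairing, 1 by DESeq2, 4 with quantile-normalized limma, 4 with the block, 4 with DESeq2 and the block, 5 with quantile-normalized limma and the block, and 0 to 1 with each library left out. Of 112 alternatives, 93 kept the call of a promoter peak and 19 newly called it, and 4 peaks, those of *Tbx21* and *Ifng*, took another sign in some settings. The 10 peaks of lowest p were newly called in 65 of 140 alternatives, and none changed sign.

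At 79.2% of called genes the promoter peak changed in the direction of the RNA. This share was 79.4% within 0.5 kb, 78.5% within 2.5 kb, 79.4% over every promoter peak, 79.1% with library size scaling, 76.7% with the block and 81.4% without immunoglobulin genes. With each library left out it ranged from 72.9% (without ATAC T-bet High replicate 1) to 84.8% (without ATAC T-bet High replicate 2), and the cause was not tested.

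Among the 68 named genes, the replicate block changed no call that takes both limits. In the gene lists it raised the B cell genes called from 9 to 12 and newly called *Derl3* (plasma cell), *Lag3* (inhibitory receptors), *Lyz2* (myeloid) and *Ddx3y* (male) higher in T-bet Low and *Ccna2* (proliferation) higher in T-bet High cells, and dropped none. Not run were reads per kilobase from lengths in the count table, which gives none, and other pseudocounts and leaving out the lowest peaks, which apply only to normalized values. Depth limits genes near the floor, such as V segments with no T-bet High count, to bounds.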

Differences from the paper's values

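The paper's count of peaks with an adjusted p under 0.01 is 573, and edgeR's quasi-likelihood test without pairing gave 0, with 5625 peaks at an unadjusted p under 0.05. None of the alternatives set before the data were examined came within 1.5 times of the paper's count. They gave 293 with DESeq2, 1889 with limma on quantile-normalized values, 10998 with the replicate block, 15, 3, 61 and 133 with each library left out, and 0 with median-ratio factors, library size alone, no filter or an adjusted p under 0.05. DESeq2 at an adjusted p under 0.05, chosen after seeing the values, gave 569 peaks, and of the 4 peaks at transcription start sites that the paper names as changed it drops 1, that of *Prf1*. The paper's total of 74980 unique peaks and the 102342 peaks here differ by less than 1.5 times.

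The paper states that accessibility changed at the transcription start sites of *Cxcr5*, *Tox2*, *Gzmb* and *Prf1*. Here, the 4 peaks changed in the stated directions, with log2 fold changes of -1.41, -2.17, 1.31 and 1.09, but their adjusted p in edgeR's test without pairing was 0.265 to 0.418. All 4 were called with the replicate block in edgeR, by limma on quantile-normalized values with and without the block, and by DESeq2 with the block, of which the settings combining the block with DESeq2 or quantile normalization were chosen after seeing the data. DESeq2 without pairing called *Tox2*, and at an adjusted p under 0.05 also *Cxcr5* and *Gzmb*.

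The dots in Fig. 2F, read by eye, lay close to the counts in the deposited peak table for *Cxcr5* (mean difference 1.56%) and *Tox2* (1.27%). Those in the *Gzmb* panel differed by 16.8% from the counts of the *Gzmb* peak and by 0.988% from those of the *Prf1* peak. Those in the *Prf1* panel differed by 13.7% from the *Prf1* peak and by 0.557% from the *Gzmb* peak. Both peaks were higher in T-bet High cells, so the direction is the same either way.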

Other observations

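Of the tests in this part, the share of T cell receptor V segments outside the most abundant one, the thinning of the ATAC libraries and the comparison of the direction of RNA and ATAC changes with chance were fixed before their results were seen. The tests on B-lineage cells and on cells without the transgenic receptor as the whole source of the Tfh-associated difference, on *Cd8b1*, on Y-linked transcripts, on signal to background in ATAC and on other splits of the RNA libraries were chosen only after the result was seen, as was the alternative of limma on TMM-scaled values.

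Since B-lineage genes were higher in T-bet Low libraries, the Tfh-associated genes were examined for the same source. The 10 called Tfh-associated genes had a median ratio of 1.06 between T-bet Low replicate 3 and the mean of T-bet Low replicates 1 and 2, with a range of 0.92 to 1.56. The ratio was 1.63 to 3.19 for the called B cell genes, 1.86 to 4.13 for the called plasma cell genes and 1.25 to 3.30 for the called genes of the further plasma cell list, with *Pou2af1* lowest, so that the ranges overlap. The comparison also rests on T-bet Low replicate 3 alone. The median excess over the T-bet High mean in T-bet Low replicates 1, 2 and 3 was 80.4, 75.6 and 73.2 CPM for the 10 genes. It was lower for the B cell list (5.51, 5.44 and 24.1) and the further plasma cell list (1.24, 0.843 and 3.77) and for the plasma cell list (91.1, 61.9 and 221) only in replicate 2, and no value here gives the share of such cells. By these values, B-lineage cells cannot be told apart from a difference between the T cells of both gates as the source. Apart from these libraries, the paper's flow cytometry of gated Smarta cells found more BCL6 and TCF1 protein in T-bet Low cells. It also found CXCR5 on a part of the T-bet Low cells. These protein data were not part of the comparison here. T cells without the transgenic receptor were examined through beta chain V segments. Counts outside the most abundant segment, *Trbv13-1*, made up 0.398%, 0.403% and 0.387% of V segment counts in T-bet High and 0.541%, 0.505% and 0.431% in T-bet Low replicates 1 to 3. The mean difference of 0.0966 percentage points, higher in every T-bet Low library, is what such cells would give. The alpha chain V segments followed in replicate 1 and not in replicates 2 and 3. Counts outside the most abundant one, *Trav14d-3-dv8*, made up 7.21%, 3.85% and 3.63% in T-bet High and 8.61%, 3.80% and 3.54% in T-bet Low replicates 1 to 3. As the whole source of the difference, such cells were excluded. With the excess of the beta chain share taken as their share of the counts, the 10 genes together would have to take 173% of the counts of these cells, and 115% to 481% in single T-bet Low libraries. Even with all counts outside the most abundant segment in a T-bet Low library, the value would be 30.9% to 39.5%. This takes beta chain counts to be as frequent in these cells as in the others. A part of the difference from such cells cannot be told apart from a difference between the T cells of both gates.

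The other lists gave the following medians of the log2 fold change, with genes called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The genes labelled in Fig. 2C (2.01) held 10 called higher in T-bet High and 9 higher in T-bet Low cells. The inhibitory receptor list (-0.38, with a mean of 0.00) held *Havcr2* and *Entpd1* called higher in T-bet High and *Cd160* higher in T-bet Low cells. In the naive and central memory list (-0.17), 3 genes were called higher in T-bet Low cells. In the myeloid list (0.15) *Itgax* was called higher in T-bet High cells, and in the Th2 list (0.56, with a mean of -0.09) *Ccr4* higher in T-bet Low cells. No gene was called in the proliferation (0.38), interferon (0.16), erythroid (-1.03), regulatory T cell (-0.21), female (0.32) and male (-1.53) lists or for *Cd8b1* (0.10), the 1 tested gene of the CD8 list. Without the fold limit, 4 proliferation genes, 1 regulatory T cell gene and 1 interferon gene had an adjusted p under 0.05 toward T-bet High cells, 1 interferon gene toward T-bet Low cells, and 0 in the erythroid, sex and CD8 lists. Adjusted over the list alone, 1 more gene was called in each of the inhibitory receptor, myeloid and regulatory T cell lists toward T-bet Low and in the proliferation list toward T-bet High cells, and the counts of the other lists here stayed the same. By camera, the adjusted p over all lists was 1.05e-17 for the cytotoxic, 0.0123 for the further natural killer, 0.00201 for the proliferation and 0.0338 for the erythroid list, and 0.05 or more for the other lists of this paragraph. By fry these calls held except for the erythroid list (0.128), and the naive and central memory (9.17e-04) and Th2 (0.0284) lists passed as well.

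*Cd8b1* had 275 to 695 counts in each RNA library. CD8 T cells in the sort were excluded as the source, because *Cd8a* had at most 5 counts and at most 1.46% of the counts of *Cd8b1*. No biological explanation was tested.

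Y-linked genes were counted in replicates 1 and 2 and not in replicate 3. The 4 genes (*Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y*) had counts in 16 of 16 combinations of gene and library in replicates 1 and 2 and 0 counts in both libraries of replicate 3, while *Xist* had 1430 to 2519 counts in every library. The 16 combinations are what male cells among female cells in the pools of replicates 1 and 2 would give. *Xist* had 36.9 to 55.3 CPM in these libraries. It was no higher in the T-bet High and T-bet Low libraries of replicate 3, at 45.4 and 36.3 CPM. These values argue against the reverse, female cells among mostly male cells. The paper states that male and female mice were used, and the sex of the mice in each pool is not given in the sources used here. The totals were 45 and 45 counts in the T-bet High and 121 and 72 in the T-bet Low libraries of replicates 1 and 2, and none of the 3 tested genes differed significantly between gates in edgeR's test without pairing, while *Ddx3y* was called higher in T-bet Low cells with the replicate block.

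That edgeR without pairing called 0 ATAC peaks was examined for a technical source. Thinning all libraries to 26101771 reads again gave 0 peaks, with a lowest adjusted p of 0.235. Since edgeR without pairing recovered 0 of 200 changed peaks on simulated paired libraries before any thinning, this count does not decide on unequal depth, which stays open. Limma without pairing called 0 peaks on TMM-scaled values and 1889 after quantile normalization had made the 4 distributions equal, which is consistent with a signal to background that differs between the replicates in a way that changes with peak height. In decile 1 of peaks by height the median log2 difference of replicate 1 from replicate 2 was -2.05 in T-bet High and -1.86 in T-bet Low libraries, and in decile 9 it was 0.45 and 0.33. Whether this lay in the cells or in the preparation was not tested. The difference between the gates ran with height as well. The median log2 fold change of T-bet High over T-bet Low in replicates 1 and 2 was 0.51 and 0.87 in decile 1, -0.16 and -0.29 in decile 9 and -0.07 and -0.43 in decile 10, which tilts the directions of peaks by their height.

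Of the 10 splits of the 6 RNA libraries into 3 and 3, only 1, the real one, gave 879 differentially expressed genes or more, and likewise only 1 gave 1773 or more without a fold limit. The other 9 splits gave 0 genes by edgeR in both counts. Of the 4 splits that part all 3 pairs, the real one alone gave calls, and the other splits part only 1 pair. With 10 splits the share cannot fall below 1 in 10, so chance cannot be excluded by this count.

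The agreement of direction between RNA and ATAC was compared with chance. The share of 79.24% of called genes, with a lower confidence bound of 75.6%, lay above the 52.1% among the genes not called. As this bound treats genes as independent, which they are not, it cannot exclude chance. The direction was shared by 62.7% of genes higher in T-bet High and 89.9% of genes higher in T-bet Low cells, which the scaling and single libraries shift.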
